# Genome-wide expression differences in anti-*Vegf* and dexamethasone treatment of inflammatory angiogenesis in the rat cornea

**DOI:** 10.1038/s41598-017-07129-4

**Published:** 2017-08-15

**Authors:** Pierfrancesco Mirabelli, Anthony Mukwaya, Anton Lennikov, Maria Xeroudaki, Beatrice Peebo, Mira Schaupper, Neil Lagali

## Abstract

Angiogenesis as a pathological process in the eye can lead to blindness. In the cornea, suppression of angiogenesis by anti-VEGF treatment is only partially effective while steroids, although effective in treating inflammation and angiogenesis, have broad activity leading to undesirable side effects. In this study, genome-wide expression was investigated in a suture-induced corneal neovascularization model in rats, to investigate factors differentially targeted by dexamethasone and anti-*Vegf*. Topical treatment with either rat-specific anti-*Vegf*, dexamethasone, or normal goat IgG (sham) was given to sutured corneas for 48 hours, after which *in vivo* imaging, tissue processing for RNA microarray, and immunofluorescence were performed. Dexamethasone suppressed limbal vasodilation (P < 0.01) and genes in PI3K-Akt, focal adhesion, and chemokine signaling pathways more effectively than anti-*Vegf*. The most differentially expressed genes were confirmed by immunofluorescence, qRTPCR and Western blot. Strong suppression of *Reg3g* and the inflammatory chemokines *Ccl2* and *Cxcl5* and activation of classical complement pathway factors *C1r, C1s*, *C2*, and *C3* occurred with dexamethasone treatment, effects absent with anti-*Vegf* treatment. The genome-wide results obtained in this study provide numerous potential targets for specific blockade of inflammation and angiogenesis in the cornea not addressed by anti-*Vegf* treatment, as possible alternatives to broad-acting immunosuppressive therapy.

## Introduction

Angiogenesis is an essential physiologic process occurring during embryogenesis as well as in adult organisms in the context of wound healing, muscle growth, and the menstrual cycle. Pathologic angiogenesis, however, is involved in multiple disorders including ocular, inflammatory, and cardiovascular diseases as well as in cancer^1, 2^. In the eye, pathologic invasion of blood vessels into the normally avascular cornea secondary to inflammation can cause blindness due to fibrosis and edema disrupting corneal transparency^3^. Similarly, choroidal and retinal neovascularization can lead to blindness in wet age-related macular degeneration (AMD)^4^, proliferative diabetic retinopathy^5^, retinopathy of prematurity^6^ and uveitis^7^. Similar to hypoxia, inflammation is considered a major trigger of angiogenesis and its biochemical cascades are closely linked with angiogenic pathways^8^. Vascular endothelial growth factor A (VEGFA), which disrupts blood vessel walls and stimulates the growth of new vessels^9^, is a central mediator in both inflammation and angiogenesis. VEGFA is secreted by corneal epithelium^10^, infiltrating leukocytes (myelomonocytes and neutrophils)^11–13^, and vascular endothelial cells^14^ and its expression is upregulated in the early phases of neovascularization^15^. Blockade of VEGFA has therefore been widely used therapeutically. Chimeric monoclonal antibodies against VEGFA (hereafter referred to as anti-VEGF) are an established treatment modality for different retinal diseases such as wet AMD^4^, although repeated treatments (typically monthly intravitreal injections) are required to sustain angiogenic suppression, and the therapy fails in at least 20% of cases^16, 17^. In oncology, anti-VEGF is used to augment treatment of many types of tumors, but its value is limited by resistance to anti-VEGF treatment that often develops over time^18–20^. Recently, anti-VEGF treatment has been introduced as an alternative for corneal neovascularization^21^. Only a partial reduction in corneal neovessels, however, has been achieved with anti-VEGF treatment given by topical^22^, subconjunctival^23^, intrastromal^24^, or intraocular^25^ routes, with a reduction in area of neovascularization in the range of 15–20% in experimental studies^26^, and 36–61% in clinical studies^22, 23, 27^.

Alternatively, topical steroids have historically been used widely in clinical practice to treat inflammation and corneal neovascularization^28, 29^. Steroids are also effective in the treatment of other ocular conditions related to high VEGF production, such as macular edema secondary to diabetic retinopathy^30^ or central retinal vein occlusion^31^. The efficacy of steroids, however, must be weighed against their many possible side effects, as local steroid use in the eye has been reported to cause secondary glaucoma, corneal thinning and perforation, cataract, and exacerbation or reactivation of herpes infection^28^.

Due to the risks associated with the use of immunosuppressive steroids on the one hand, and the limited efficacy of anti-VEGF treatment in suppressing angiogenesis on the other, alternative treatments are needed. Specifically, addressing the inflammatory component of the angiogenic response (as steroids do) but in a more targeted manner than steroids, may avoid side effects while potentially improving the efficacy of alternative treatments. With this rationale in mind, we previously reported on a comparison of topical anti-*Vegf* treatment with steroids (topical dexamethasone) in a model of inflammatory neovascularization in the rat cornea^32^. Dexamethasone dramatically suppressed angiogenesis, but a closer investigation of gene expression of selected inflammatory and angiogenic cytokines failed to explain the differential effect of the treatments^32^.

The purpose of the present study was to investigate the active phase of inflammation preceding sprouting angiogenesis in the rat cornea, when both inflammatory and angiogenesis-related factor expression are naturally strong^33^. During this early phase of inflammation, we performed genome-wide microarray analysis in anti-*Vegf* and dexamethasone-treated groups to systematically investigate the differential effect of these treatments at the gene expression level. The goal was to reveal candidate factors that could be targeted in the future to achieve a more effective suppression of inflammation and angiogenesis than is possible with anti-VEGF treatment, but in a more targeted manner than steroid therapy.

## Results

### Dexamethasone differentially suppresses early vessel dilation relative to anti-*Vegf* treatment but not inflammatory cell invasion or *Vegfa* expression in the cornea

At 48 h after suture placement in the temporal rat cornea, no new vessel sprouts were observed (Fig. 1A,B,F); this result was expected at this early time point. According to our prior work, sprouting is initiated at day 3–4 in our model^34^. Dilation of limbal vessels, however, was noticeable in IgG and anti-*Vegf* treatment groups at 48 h, while dexamethasone effectively suppressed vasodilation. This result was found by direct measurement of limbal vessel diameter from *in vivo* confocal microscopy (IVCM) images. The decrease in vasodilation was significant (P < 0.01) upon dexamethasone treatment (Fig. 1C,G).

**Figure 1:**
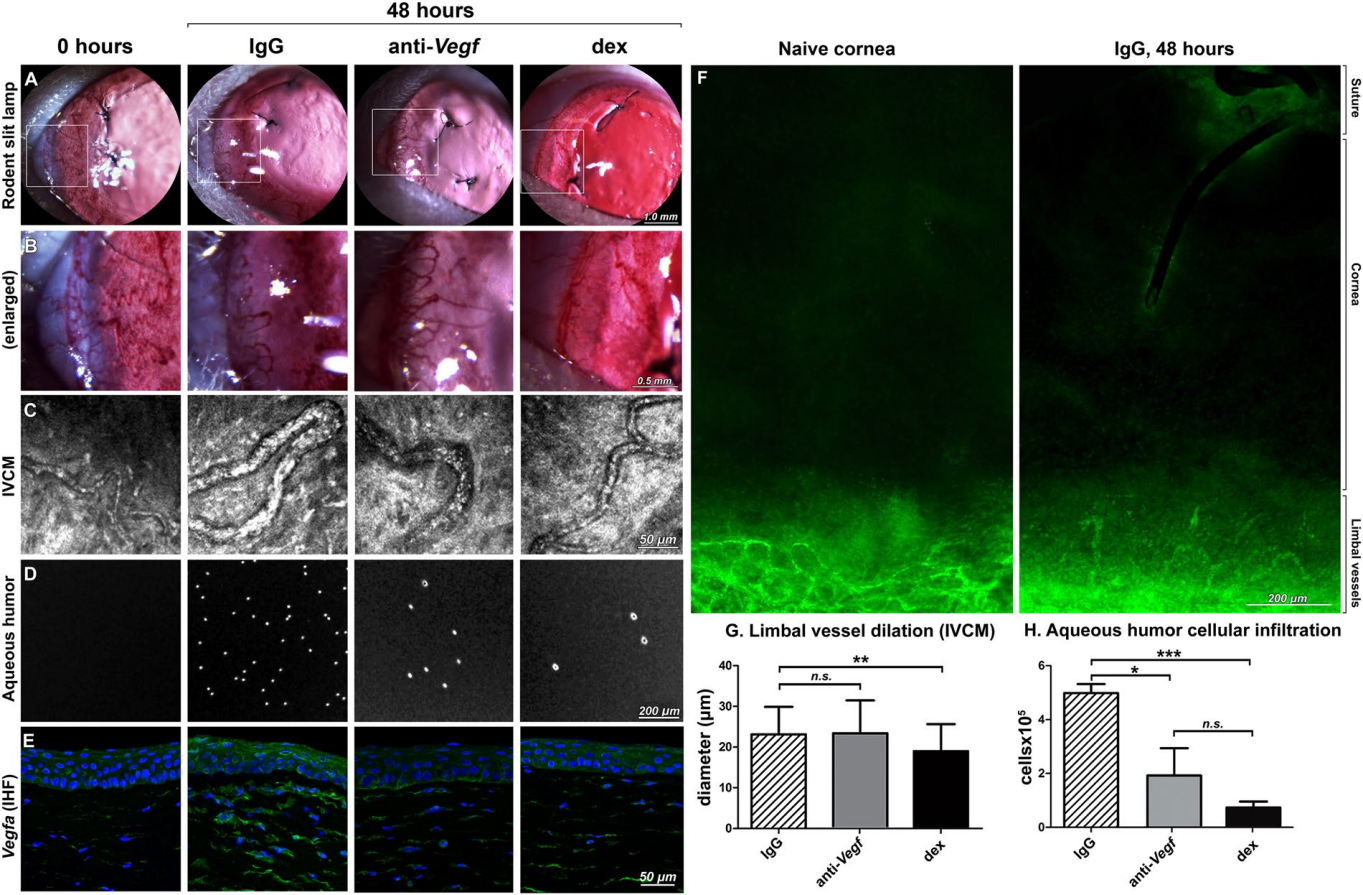
Limbal vessel dilation, inflammatory cell infiltration and *Vegfa* expression following IgG, anti-*Vegf* and dexamethasone treatment of suture-induced injury in the rat cornea. (**A**) Slit lamp photographs depicting limbal vessel dilation and looping angiogenesis^35^ 48 h after suture placement in IgG and anti-*Vegf* groups, not detected in the dexamethasone group; expanded view of the white boxed area in (**B**). (**C**) IVCM images of limbal vessel dilation, and the corresponding measurements of limbal vessel diameter in (**G**); (**D**) Microscopic images of aqueous humor cellular content, and the corresponding quantification in (**H**). (**E**) Immunofluorescence of *Vegfa* (green) and DAPI counterstaining of nuclei (blue) in corneal tissue sections. (**F**) CD31 staining (green) of naïve and sutured cornea at 48 hours: the latter shows no sign of corneal neovascularization. n = 4 corneas per group for (**G)** and (**H)**, *P < 0.05; **P < 0.01; ***P < 0.001; n.s. = P > 0.05 and error bars represent SD.

Inflammatory cell infiltration into the cornea, however, was not suppressed by dexamethasone treatment. CD45-positive inflammatory leukocytes invaded all sutured corneas regardless of treatment (Supplementary Figure 1). Infiltrating cells were also observed by IVCM in all sutured corneas, and quantitative analysis demonstrated no significant difference in inflammatory cell density at 48 h in any of the treatment groups (Supplementary Figure 1).

A prominent inflammatory response was also observed in the aqueous humor. While aqueous humor from non-sutured rat eyes is acellular, many cells infiltrated the aqueous humor in the IgG group. Anti-*Vegf* and dexamethasone both significantly reduced (P < 0.001) the number of cells in the aqueous humor (Fig. 1D,H), indicating an effect of topical treatment deeper into the eye, but similar to the corneal stroma there was no significant difference in inflammatory cell recruitment between anti-*Vegf* and dexamethasone groups.

The expression of *Vegfa* ligand in the corneal stroma was partially suppressed by both anti-*Vegf* and dexamethasone relative to IgG (Fig. 1E), with further epithelial expression effectively suppressed by anti-*Vegf*. Total protein expression in the corneal tissue examined by Western blot confirmed a partial suppression of *Vegfa* (Supplementary Figure 2), thus confirming the expected effect of the topical antibody.

### Differentially expressed genes (DEGs) in key biological processes and pathways are preferentially suppressed in dexamethasone versus anti-*Vegf* treatment

Despite effectively suppressing *Vegfa* expression in the corneal tissue, anti-*Vegf* treatment is unable to suppress corneal angiogenesis as efficiently as dexamethasone after 7 days of treatment, as previously shown^32^. To investigate factors suppressed by dexamethasone but not by anti-*Vegf* treatment, a genome-wide expression analysis using microarrays was performed 48 h after suture placement in IgG, dexamethasone, and anti-*Vegf* treated groups. 

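*Krt12*, the keratin of the corneal epithelium, had nearly the same signal in all groups, with log2 changes of −0.06 in IgG, −0.07 in anti-*Vegf* and −0.06 in dexamethasone treated corneas relative to naïve corneas (standard error 0.05 for each, adjusted p = 0.428, 0.414 and 0.513 from limma). RNA of 16 rat corneas was measured on 1 array each, with 4 corneas per group (naïve, IgG, anti-*Vegf* and dexamethasone). Sutured eyes had received 4 drops per day for 2 days. Anti-*Vegf* and IgG were given at 20 µg/ml according to the paper's methods and at 20 mg/ml according to the sample labels, and dexamethasone at 1 mg/ml. The paper's methods describe the harvested area as the cornea from the sutures to the temporal limbus without the limbal rim, whereas the labels describe the cornea without the scleral rim. The labels of the sham treated corneas name an anti-IgG antibody, while the treatment text that comes with them names goat IgG. The deposited values are log2 signals per probe set, which the authors made with RMA. The median log2 signal of an array lay between 6.548 and 6.614, and no further normalization was applied. The 57 control probe sets were set aside, and limma was fitted to the other 31042 probe sets with all 16 arrays together, with Benjamini-Hochberg adjustment over these probe sets. Each of 14217 genes was read from the probe set with its highest mean signal. A gene counted as a DEG relative to naïve corneas at an adjusted p under 0.05 and a fold change of at least 1.5, and between treatments at an adjusted p under 0.05. The number of arrays limits the precision, since the smallest exact permutation p, counting both directions, of 4 arrays against 4 is 0.029. Some of the genes that the study's tables name, such as *C3*, *Ccn2*, *Ccnd2* and *Cd36*, are members of the gene lists used here. The study made those tables from the same arrays, so list results that rest on such members are not independent of them. The gene lists, 39 in all, were written before the deposited values were examined. Of these, 21 hold pathways or processes and 18 hold markers of cell types, and they are not the gene sets of the paper's enrichment analyses. Camera tested whether the genes of a list moved together relative to all other genes, with a preset correlation of 0.01 between genes and again with an estimated correlation, and a list counts as changed at an adjusted p under 0.05 with the preset correlation.

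The poly-A control RNAs are bacterial RNAs that are added to each RNA sample before labelling. Their mean log2 signal was 7.08 ± 0.27 (SD, n = 4) on the IgG arrays, 6.88 ± 0.12 on the anti-*Vegf* arrays, 5.17 ± 0.16 on the dexamethasone arrays and 5.10 ± 0.11 on the naïve arrays. The IgG and the anti-*Vegf* arrays lay above the naïve arrays without overlap, by 1.98 and 1.78 (exact permutation test, p = 0.029 for each), and the dexamethasone arrays differed from the naïve arrays by 0.07 (exact permutation test, p = 0.54). The hybridization controls, which are added after labelling, lay between 10.81 and 11.19 on every array. The signal of the 5′ probe set of beta-actin minus that of its 3′ probe set, which is lower where labelled RNA is shorter, was −0.70 ± 0.09 on the IgG arrays, −0.87 ± 0.25 on the anti-*Vegf* arrays, −1.17 ± 0.23 on the dexamethasone arrays and −1.28 ± 0.51 on the naïve arrays (SD, n = 4). The same difference for *Gapdh* was lower on the dexamethasone arrays than on the anti-*Vegf* arrays by 0.27 and than on the IgG arrays by 0.31, without overlap (exact permutation test, p = 0.029 for each), whereas that of beta-actin set dexamethasone apart from IgG (p = 0.029, exact) but not from anti-*Vegf* (p = 0.14, exact). The IgG arrays lay above the naïve arrays without overlap on both measures, by 0.58 for beta-actin and 0.23 for *Gapdh* (exact permutation test, p = 0.029 for each). The first principal component of the arrays held 43.2% of the variance and separated the naïve arrays from all others, and the second and the third held 16.0% and 11.3%.

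**Figure D1:**
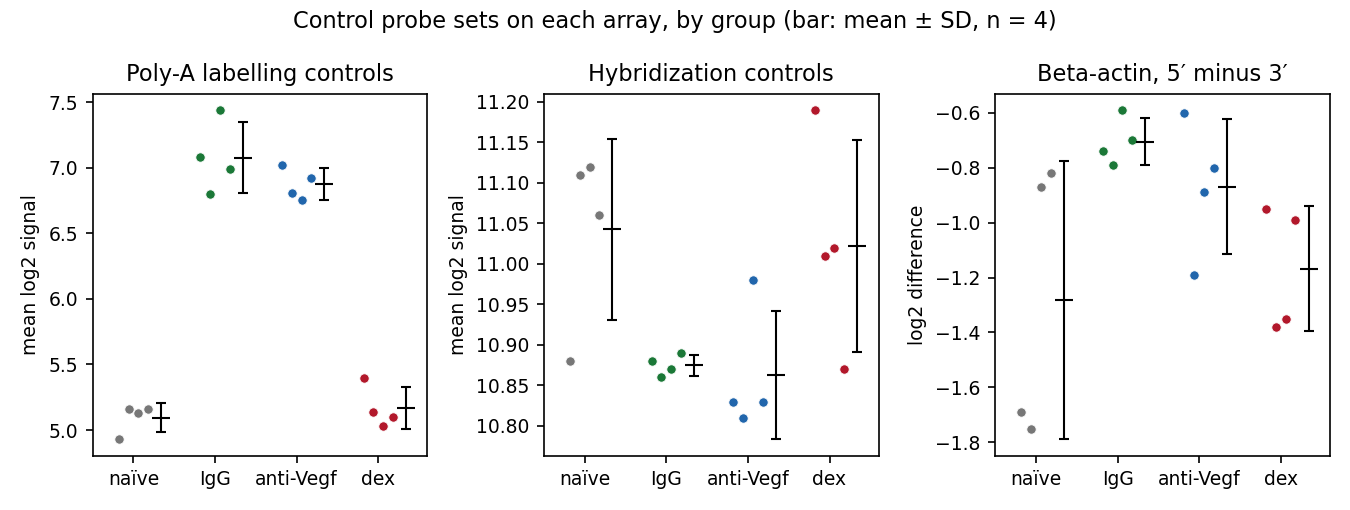
Log2 RMA signal of the poly-A controls and of the hybridization controls, and the log2 difference between the 5′ and the 3′ probe set of beta-actin, on each of the 16 arrays by group. Points are arrays and bars are the mean ± SD (n = 4), and the poly-A controls of the dexamethasone and naïve arrays have means of 5.17 and 5.10.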

In the naïve group, no sutures were placed into the cornea. 

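The largest rise in every treatment group was that of *Ccl2*, which encodes a chemokine that recruits monocytes. Its log2 signal rose by 6.48 in IgG, 6.05 in dexamethasone and 6.73 in anti-*Vegf* treated corneas relative to naïve corneas (standard error 0.30 for each, adjusted p = 1.97e-09, 3.91e-09 and 1.46e-09 from limma, 4 arrays per group). *S100a9*, a calcium-binding protein of neutrophils, rose 80.5-fold, 56.9-fold and 74.9-fold in the same order. The matrix-degrading enzyme *Mmp3* rose 53.6-fold, 49.9-fold and 69.1-fold, and *Timp1*, an inhibitor of such enzymes, rose 44.6-fold, 53.5-fold and 47.0-fold. *Krt17*, a keratin of wounded epithelium, rose 51.5-fold, 29.5-fold and 44.6-fold. *Chi3l1*, secreted by activated macrophages and stromal cells, rose 44.9-fold, 57.4-fold and 37.1-fold. *Gad1*, which encodes an enzyme of GABA synthesis, had the largest fall in every group and decreased by 3.81, 3.12 and 3.98 on the log2 scale (standard error 0.48 for each). Among the other large falls, the chemokine gene *Cxcl14* decreased by 2.70, 2.90 and 2.77, and *Chad*, a matrix protein, by 2.28, 2.61 and 2.72. *Col25a1*, a membrane collagen, decreased by 2.57 in IgG, 2.53 in dexamethasone and 2.72 in anti-*Vegf* treated corneas. *Vegfa* rose 3.20-fold, 3.77-fold and 3.07-fold, and the log2 difference between dexamethasone and anti-*Vegf* of 0.30 (standard error 0.22, adjusted p = 0.47 from limma) did not pass the test and was −0.18 on its other probe set.

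Of 14217 genes, limma called 1612 in the IgG group (899 higher and 713 lower), 1797 in the dexamethasone group (1164 higher and 633 lower) and 1814 in the anti-*Vegf* group (970 higher and 844 lower). Rises made up 55.8%, 64.8% and 53.5% of these DEGs. Centring the arrays on 10 reference genes moved the median change of all genes to −0.149, −0.153 and −0.186, and rises then made up 34.8%, 40.9% and 29.3%. The arrays of both groups did not overlap for 31.3% of genes in the IgG, 28.3% in the dexamethasone and 31.3% in the anti-*Vegf* comparison, against 2.86% by chance. Of 15 genes found in all types of leukocyte, 13 rose in the IgG group (camera adjusted p = 6.19e-14, or 0.0509 with an estimated correlation). In the dexamethasone group 11 rose (2.35e-11, or 0.108) and in the anti-*Vegf* group 12 rose (2.11e-11, or 0.0908), and the counts were the same when adjusted over the list alone.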

After filtering the gene expression data, a total of 2048, 1659 and 2170 genes were differentially expressed in IgG, dexamethasone, and anti-*Vegf* treated groups, respectively, relative to naïve (control) corneas (Fig. 2A–C). Next, the DEGs were classified into biological processes, and representative biological processes were compared across treatments with respect to the number of DEGs involved in each process (Fig. 2D). In almost all key biological processes regulating the inflammatory response and angiogenesis, dexamethasone had fewer DEGs represented than in IgG or anti-*Vegf* groups. 

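*Sprr1b*, a protein of the cornified epithelial envelope, rose by 1.61 on the log2 scale in IgG and by 1.31 in anti-*Vegf* treated corneas (standard error 0.36, adjusted p = 0.0035 and 0.0126 from limma), and its change of 0.19 with dexamethasone did not pass the test (adjusted p = 0.78). Between dexamethasone and IgG it fell by 1.42 (adjusted p = 0.0212), a call that ended when single arrays were left out. The list of epithelial wounding and cornification, to which it belongs, held 22 measured genes, of which 6 were DEGs with dexamethasone, 14 with IgG and 14 with anti-*Vegf*. Among 33 inflammatory cytokines and their receptors, 11 were DEGs with dexamethasone, 12 with IgG and 10 with anti-*Vegf*. *Il1b* belongs to these and rose by 3.45, 3.65 and 3.66 in this order (standard error 0.31), and *Il6* rose by 3.32, 3.76 and 3.23 (standard error 0.70). *Il1r2*, the decoy receptor of interleukin-1, rose by 4.54, 4.03 and 3.83 (standard error 0.29). Among 31 chemokine ligands, 16 were DEGs with dexamethasone, 13 with IgG and 15 with anti-*Vegf*. The neutrophil attractant *Cxcl2* rose by 3.73 with dexamethasone, 2.70 with IgG and 2.99 with anti-*Vegf* (standard error 0.48). Of 20 acute phase, metallothionein and iron genes, 13 were DEGs with dexamethasone and 6 with each of the other two treatments. *Steap3*, which reduces iron taken up into the cell, rose by 1.58 with dexamethasone, 0.80 with IgG and 0.70 with anti-*Vegf*. Of 19 genes of prostaglandin and leukotriene synthesis, 7 were DEGs with dexamethasone, 7 with IgG and 9 with anti-*Vegf*. Over all 39 lists, dexamethasone had fewer DEGs than anti-*Vegf* in 14, as many in 10 and more in 15. Without dexamethasone array F26 it had fewer in 18 and more in 10, and without anti-*Vegf* array F6 fewer in 8 and more in 16. With the average of probe sets it had fewer in 17 and more in 11 and with the ordinary F test fewer in 19 and more in 9, both tried after the data were seen, so this tally has no stable direction. Compared with IgG it had fewer in 11 lists, as many in 16 and more in 12.

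**Figure D2:**
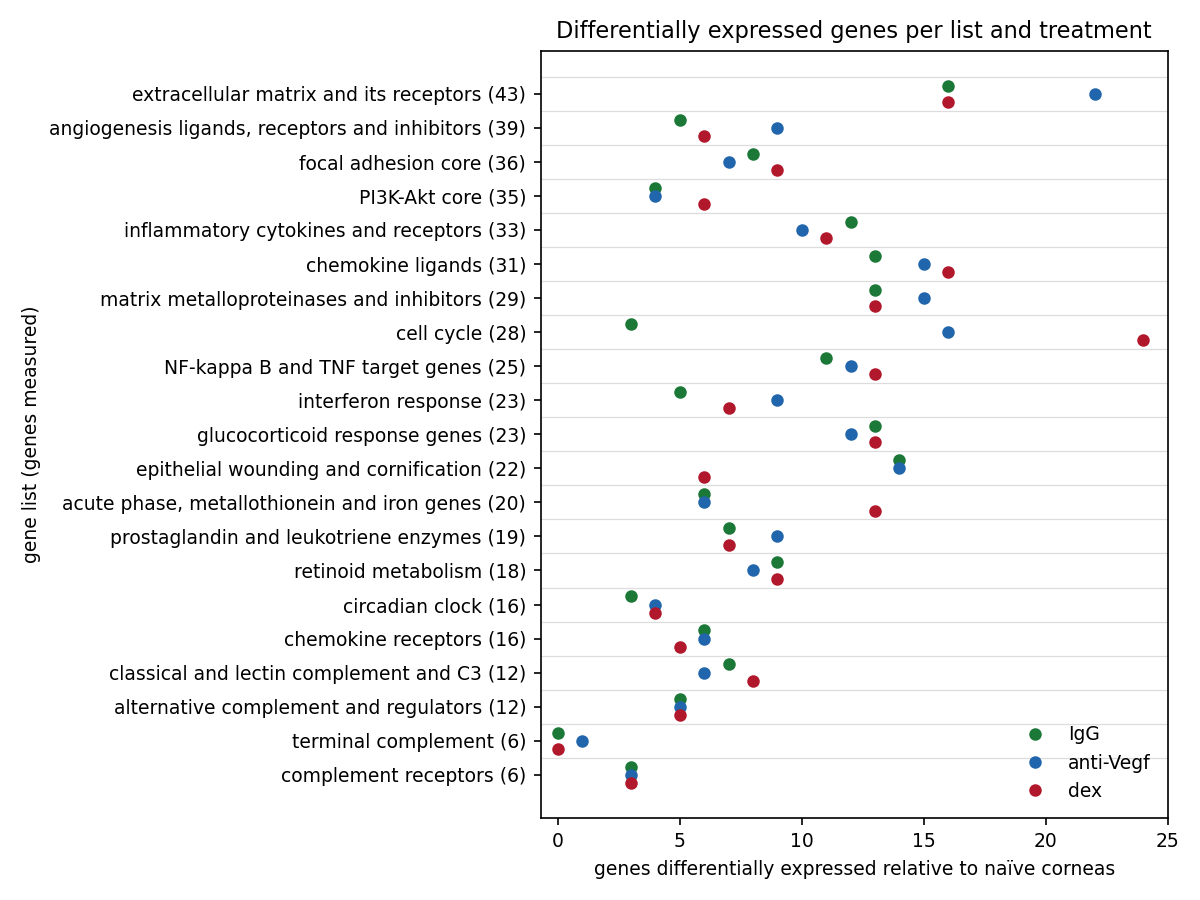
Number of DEGs relative to naïve corneas (x axis, genes) in each pathway or process list (y axis), for IgG, anti-*Vegf* and dexamethasone treated corneas. Each point is the count of 1 list in 1 treatment group, with 6 against 14 DEGs of epithelial wounding for dexamethasone and anti-*Vegf*.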

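*Tyrp1*, an enzyme of pigment cells, had a log2 signal 1.16 lower in anti-*Vegf* than in IgG treated corneas (standard error 0.26, adjusted p = 0.326 from limma), which did not pass the test. *Cntf*, a neurotrophic factor, was 0.66 higher (adjusted p = 0.326), the antimicrobial gene *Defb4* was 1.64 higher (adjusted p = 0.462) and *Ccn2*, a connective tissue growth factor, was 1.05 lower (adjusted p = 0.368). *Vegfa* differed by −0.06 (adjusted p = 0.994). Of 14217 genes, limma called 0 between anti-*Vegf* and IgG, with 942 genes (6.6%) at an unadjusted p under 0.05. The ordinary F test also called 0, with 1259 at an unadjusted p under 0.05. The arrays of these groups did not overlap for 5.3% of genes, against 2.86% by chance. The largest difference of any gene was 1.78 on the log2 scale and the smallest adjusted p was 0.261. All 28 measured genes of the cell cycle were higher with anti-*Vegf* when adjusted over the list alone, with a median of 0.51 (camera adjusted p = 5.21e-35, or 0.0593 with an estimated correlation). *Top2a*, which untangles DNA before division, was 0.59 higher (adjusted p = 0.368 over all genes). Glucocorticoid response genes moved down (adjusted p = 1.68e-05, or 0.0593 with an estimated correlation), with 1 of 23 lower when adjusted over the list alone. Down as well moved the pigment cell markers (9.79e-07, or 0.0924), with 4 of 7 lower when adjusted over the list alone, and the keratocyte markers (1.66e-05, or 0.29), with 4 of 15. The extracellular matrix genes (0.000233, or 0.185) moved down with 8 of 43 lower when adjusted over the list alone, and the angiogenesis genes (0.000596, or 0.151) with 2 of 39. The blood vessel markers (0.00109, or 0.518) and the acute phase genes (0.0103, or 0.316) completed the 8 changed lists, of which 0 held with an estimated correlation. Their number was 7 to 21 without single arrays and 13 with the average of probe sets. Cyclic loess and reference genes also brought the PI3K-Akt list down (0.00761 and 0.0483), and reference genes the interferon list up (0.0111).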

Only marginal differences were noted between IgG and anti-*Vegf*.

**Figure 2:**
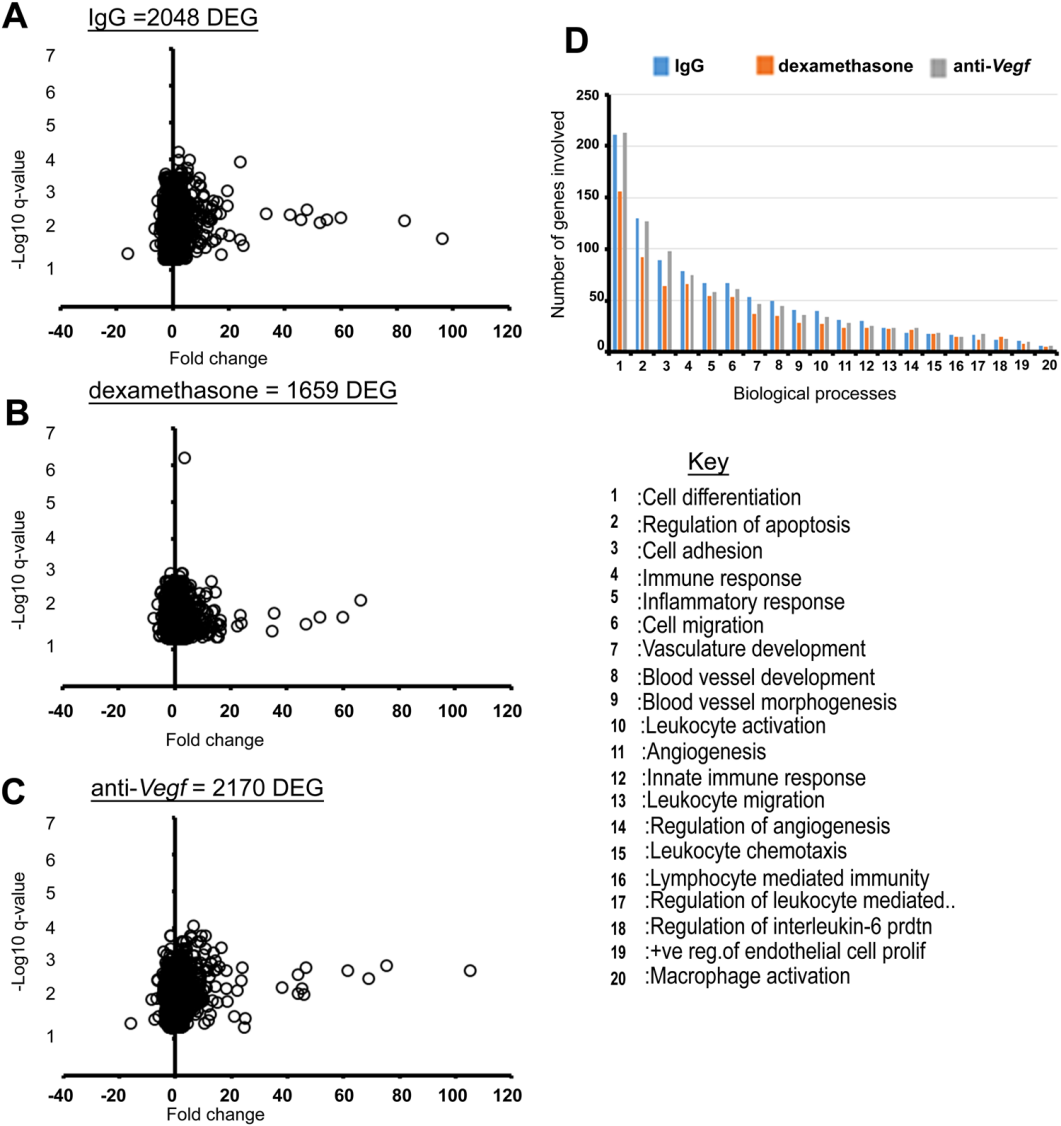
Differentially expressed genes (DEGs) in IgG, dexamethasone and anti-*Vegf* treated groups, and selected enriched biological processes. (**A–C)** Volcano plots of the DEGs in IgG, dexamethasone and anti-*Vegf* groups respectively. **(D)** Selected biological processes of interest, indicating the number of DEGs involved in the processes for each treatment.

Following biological process enrichment analysis, the top five biological processes from Fig. 2D (i.e., cell differentiation, regulation of apoptosis, cell adhesion, immune response, and inflammatory response) were analyzed, and the DEGs involved in these processes were identified. The difference in fold change expression (relative to the naïve cornea) between dexamethasone and anti-*Vegf* was then determined. 

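The acute phase gene *Saa3* was among the largest rises between dexamethasone and anti-*Vegf* treated corneas, with a log2 difference of 3.62 (12.3-fold, standard error 0.34, adjusted p = 6.35e-05 from limma, 4 arrays per group). The glucocorticoid receptor targets *Tsc22d3* (2.24, standard error 0.27, adjusted p = 0.000368), *Fkbp5* (2.12, standard error 0.35, adjusted p = 0.00262) and *Klf9* (1.31, standard error 0.10, adjusted p = 8.6e-06) rose. The metallothionein *Mt2A* rose by 1.03, the kinase *Sgk1* by 0.75 and *Nfkbia*, which holds NF-κB in the cytoplasm, by 0.77. Of 23 glucocorticoid response genes 12 rose and 0 fell, or 14 and 0 when adjusted over the list alone (camera adjusted p = 1.32e-10, or 0.00467 with an estimated correlation). *Orm1* (1.64), *Serpina3n* (1.37) and *A2m* (0.92), which encode secreted acute phase proteins, rose, and 10 of 20 genes of their list rose over all genes and over the list alone (1.94e-09, or 0.0356). *Gpx3*, an extracellular peroxidase, rose by 1.49 (adjusted p = 0.000715).

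Among matrix genes, the collagens *Col6a2* (1.42), *Col4a1* (1.18), *Col4a5* (0.88), *Col5a1* (0.83) and *Col1a1* (0.70) rose, of which the last 3 lost their calls when single arrays were left out. The matrix gene *Mamdc2* rose by 2.14 and *Thbs2*, an inhibitor of angiogenesis, by 0.80. Of 43 matrix genes 18 rose and 0 fell, or 27 and 1 when adjusted over the list alone (2.94e-09, or 0.0356). Of 39 angiogenesis genes 7 rose, or 11 with 1 lower over the list alone (0.0134, or 0.367), among them the lymphatic growth factor *Vegfc* (0.66, adjusted p = 0.0195), whose call ended without single arrays. Keratocyte markers moved up, with 3 of 15 higher and 7 over the list alone (0.00202, or 0.676). The crystallins *Cryba1* (4.64), *Crybb2* (3.72), *Cryaa* (3.20) and *Crygs* (2.85), structural proteins of the lens that other tissues also make, rose and were highest on dexamethasone array F26.

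Among the falls, the antimicrobial gene *Defb4* decreased by 2.90 and *Lrat*, which stores vitamin A as esters, by 2.83 (adjusted p = 0.00278 and 0.000526). The protease inhibitor *Stfa3* fell by 2.32, the prostaglandin-reducing enzyme *Akr1c3* by 2.14 and the antiviral gene *Rsad2* by 2.13. The cornification genes *Sprr3* (−2.20), *Dmkn* (−1.76) and *Cnfn* (−1.46) fell, and 11 of 22 genes of epithelial wounding fell, or 13 over the list alone (5.1e-13, or 0.0358). Of 23 interferon response genes 3 fell, or 5 over the list alone (1.66e-05, or 0.68), among them *Ifit2* (−0.83, adjusted p = 0.0488), a call that most other settings ended. The other probe set of *Ifit2* had −1.14 (adjusted p = 0.0131). T and NK cell markers moved down with 0 of 18 past limma's adjusted test and 5 lower at an unadjusted p under 0.05 (0.00109, or 0.367). The 28 cell cycle genes moved up with 0 past it and 6 higher and 1 lower unadjusted (0.0452, or 0.902), a list p above 0.05 with cyclic loess (0.0811) or reference genes (0.0736). In all, 1013 genes were called, 658 higher and 355 lower (65.0% rises). This number depends on the test and on the arrays used. It was 28 genes in the ordinary F test, 544 in a fit of both groups alone and 572 without anti-*Vegf* array F6. The arrays did not overlap for 13.9% of genes, where chance gives 2.86%. The poly-A controls also differed, by −1.71 (exact permutation test, p = 0.029), and of 253 called genes that were compared on a second probe set, 76.3% had the same direction on it.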

The top 10 up- and downregulated genes in terms of fold change difference (P < 0.05 between dexamethasone and anti-*Vegf*) are presented in Table 1a.

**Table 1:** The top 10 differentially up- and downregulated genes involved in selected biological processes (a), and in selected pathways (b).

a: From biological process enrichment analysis					b: From pathway enrichment analysis				
Gene ID	FC:Dex	FC: anti-*Vegf*	FC:Diff	P-Value	Gene ID	FC:Dex	FC:anti-*Vegf*	FC:Diff	P-Value
Top 10 genes differentially upregulated by dexamethasone					Top 10 genes differentially upregulated by dexamethasone				
*C3*	22.12	5.56	16.56	1.04E-02	*C3*	22.12	5.56	16.56	1.04E-02
*Ctgf*	1.31	−2.95	4.26	2.04E-03	*C1s*	8.5	4.39	4.11	2.25E-03
*C1s*	8.5	4.39	4.11	2.25E-03	*Serping1*	8.34	5	3.34	1.41E-02
*Serping1*	8.34	5	3.34	1.41E-02	*Tgfb2*	1.06	−1.92	2.99	3.27E-03
*Tgfb2*	1.06	−1.92	2.99	3.27E-03	*Fgfr1*	1.64	−1.12	2.76	2.60E-05
*Pou3f3*	1.13	−1.61	2.74	1.12E-03	*Mpzl1*	1.09	−1.59	2.69	1.77E-03
*Tfrc*	*3.64*	1.8	1.84	2.76E-03	*Pdgfa*	1.56	−1.01	2.58	1.08E-04
*Enpp2*	−1.17	−2.72	1.55	1.61E-02	*Mmp9*	4.02	1.92	2.09	8.22E-03
*Cd36*	3.35	1.82	1.53	7.12E-03	*C1r*	4.88	3.16	1.71	6.38E-03
*Cdh2*	−1.39	−2.79	1.4	4.78E-03	*Col6a1*	−1.2	−2.81	1.62	1.28E-03
**Top 10 genes differentially downregulated by dexamethasone**					**Top 10 genes differentially downregulated by dexamethasone**				
*Ccl2*	66.17	104.94	−38.76	1.37E-02	*Ccl2*	66.17	104.94	−38.76	1.37E-02
*Reg3g*	2.65	18.18	−15.53	3.35E-03	*Cxcl5*	6.89	14.53	−7.64	3.33E-02
*Cxcl5*	6.89	14.53	−7.64	3.33E-02	*Cfi*	3.95	8.64	−4.69	1.25E-02
*Cfi*	3.95	8.64	−4.69	1.25E-02	*Pik3r3*	−1.52	1.2	−2.73	1.02E-05
*Klk6*	−1.04	2.1	−3.14	1.49E-02	*Prkx*	−1.02	1.56	−2.58	3.38E-03
*Adam10*	−1.02	1.96	−2.98	3.18E-03	*Cntf*	1.3	2.46	−1.16	8.44E-03
*Cast*	−1.2	1.78	−2.98	2.77E-04	*Cldn1*	1.38	2.51	−1.13	3.98E-03
*Klk8*	1.06	3.96	−2.9	5.25E-03	*Nox1*	−3.88	−2.82	−1.07	3.47E-02
*Trim54*	−1.08	1.71	−2.79	2.28E-03	*C1qa*	2.55	3.62	−1.07	4.16E-02
*Ehf*	−1.11	1.68	−2.79	4.66E-04	*Ccnd2*	1.94	2.83	−0.89	1.23E-02

The abbreviation’FC Diff’ represents fold change in dexamethasone minus fold change in the anti-*Vegf* group. P-values are for the comparison dexamethasone versus anti-*Vegf*.

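*Klk8*, a protease of shedding epithelium, fell by 1.91 between dexamethasone and anti-*Vegf* treated corneas (standard error 0.29, adjusted p = 0.00161 from limma), and the related *Klk6* by 1.06 (adjusted p = 0.0106). *Ehf*, an epithelial transcription factor, fell by 0.90 (standard error 0.11, adjusted p = 0.000502). *Tfrc*, the receptor that takes up iron-loaded transferrin, rose by 1.03 (standard error 0.18, adjusted p = 0.00404), and *Cd36*, a receptor for thrombospondins and fatty acids, by 0.86 (adjusted p = 0.00731). *Enpp2*, the enzyme that makes lysophosphatidic acid, rose by 1.23 (standard error 0.32, adjusted p = 0.029). Compared with naïve corneas it fell with anti-*Vegf* (−1.43) and did not pass the test with dexamethasone (−0.20, adjusted p = 0.723). *Serping1*, the inhibitor of complement C1, rose by 0.73 (standard error 0.18, adjusted p = 0.0221), and the calls of both genes ended when single arrays were left out. All 20 genes of Table 1a had the sign given there, 19 of them at an unadjusted p under 0.05 and 17 at an adjusted p under 0.05. The study chose these genes on the same arrays, so their signs are not independent evidence.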

DEGs were also classified into pathways. 

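*Mmp13*, a collagenase, rose by 5.01 on the log2 scale in dexamethasone, 5.03 in IgG and 5.39 in anti-*Vegf* treated corneas relative to naïve corneas (standard error 0.29 for each). *Mfap4*, a protein of elastic fibres, decreased by 2.00 with dexamethasone, 1.95 with IgG and 2.84 with anti-*Vegf* (standard error 0.34). *Kdr*, the main receptor of *Vegfa*, fell by 1.15 with anti-*Vegf* (standard error 0.32, adjusted p = 0.0135 from limma), and its changes with dexamethasone (−0.34, adjusted p = 0.516) and IgG (−0.75, adjusted p = 0.0947) did not pass the test. The *Kdr* difference between dexamethasone and anti-*Vegf* of 0.81 did not pass it either (adjusted p = 0.147). The fall of *Kdr* with anti-*Vegf* rests on 1 probe set, since its other one had 0.13 (adjusted p = 0.34). *Isg15*, an interferon-induced ubiquitin-like protein, rose by 2.02 with anti-*Vegf* (standard error 0.49, adjusted p = 0.00585) and by 1.63 with IgG (adjusted p = 0.0212), its change with dexamethasone was 0.67 (adjusted p = 0.393), and the difference of −1.36 between dexamethasone and anti-*Vegf* did not pass the test (adjusted p = 0.112). Among the 21 pathway and process lists, dexamethasone had fewer DEGs than anti-*Vegf* in 8, as many in 3 and more in 10. Relative to IgG it had fewer in 3, as many in 8 and more in 10.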

Pathway enrichment analysis indicated a reduction in the number of genes in all selected pathways in the dexamethasone group compared to IgG and anti-*Vegf* groups (Fig. 3). 

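*Pik3r3*, a regulatory subunit of PI3 kinase, fell by 0.88 between dexamethasone and anti-*Vegf* treated corneas (standard error 0.10, adjusted p = 0.000288 from limma), and the cyclin *Ccnd2* fell by 0.54 (adjusted p = 0.0371), a call that ended when single arrays were left out. *Cdkn1a*, an inhibitor of the cell cycle, rose by 0.50 (adjusted p = 0.0128), while its other probe set had −0.44 (standard error 0.36, adjusted p = 0.524). Of 35 genes of the PI3K-Akt list 2 rose and 2 fell, over all genes and when adjusted over the list alone (camera adjusted p = 0.994), and 2 and 1 with arrays centred on reference genes. The growth factor receptor *Fgfr1* rose by 0.87 (standard error 0.12, adjusted p = 0.000858) and *Pdgfa*, a growth factor of fibroblasts, by 0.51 (adjusted p = 0.00435). Among 36 focal adhesion genes 4 rose and 0 fell, over all genes and over the list alone (0.154), including *Pxn* (0.39, adjusted p = 0.0154), which links integrins to actin, and *Flna* (0.46, adjusted p = 0.0266), which crosslinks actin and lost its call without single arrays. Fry, which tests whether the genes of a list move one way without comparing them with others, called the focal adhesion list (adjusted p = 0.00609). Of 31 chemokine ligands 0 rose and 1 fell, or 0 and 0 over the list alone (0.444), with 4 higher and 3 lower at an unadjusted p under 0.05. *Ccl7* (−0.50, adjusted p = 0.397), *Cxcl1* (−0.37, adjusted p = 0.468) and *Cxcl2* (0.74, adjusted p = 0.408), which attract monocytes or neutrophils, did not pass the test. Of 16 chemokine receptors 1 rose and 2 fell, likewise over the list alone (0.425). The receptors *Cxcr4* (−0.75, adjusted p = 0.0246) and *Ccr6* (−0.45, adjusted p = 0.0214) fell and the scavenging receptor *Ackr3* rose (0.72, adjusted p = 0.0382), and each of these 3 calls ended when single arrays were left out. On its other probe sets *Cxcr4* had −0.09 and −0.48 without passing the test (adjusted p = 0.898 and 0.306).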

Genes in pathways such as PI3K-Akt signalling, focal adhesion, and chemokine signalling were suppressed the most by dexamethasone relative to anti-*Vegf*. IgG and anti-*Vegf* groups, however, had similar numbers of DEGs in the enriched pathways.

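*Mcm6*, part of the helicase that unwinds DNA for replication, rose relative to naïve corneas by 0.65 on the log2 scale with IgG and by 1.16 with anti-*Vegf* (standard error 0.16, adjusted p = 0.00722 and 8.48e-05 from limma). *Aurka*, a kinase of the mitotic spindle, rose with anti-*Vegf* (0.66, adjusted p = 0.00166) and did not pass the test with IgG (0.19, adjusted p = 0.317). The difference between these treatments did not pass it for either gene (0.51 and 0.47, adjusted p = 0.55 and 0.418). The cell cycle list of 28 genes differed most, with 3 DEGs in the IgG and 16 in the anti-*Vegf* group, and had 24 in the dexamethasone group. *Col5a1*, a collagen of the stroma, fell by 0.76 with IgG and by 1.55 with anti-*Vegf* (standard error 0.21), a difference that did not pass the test (adjusted p = 0.368). Of 43 extracellular matrix genes, 16 were DEGs with IgG, 22 with anti-*Vegf* and 16 with dexamethasone. *Angpt2*, which loosens vessel walls, fell by 0.77 with anti-*Vegf* (adjusted p = 0.000414) and its change of −0.24 with IgG did not pass the test (adjusted p = 0.196). Of 39 angiogenesis genes, 5 were DEGs with IgG, 9 with anti-*Vegf* and 6 with dexamethasone, and of 23 interferon response genes 5, 9 and 7. Of 29 matrix metalloproteinase genes and their inhibitors, 13 were DEGs with IgG, 15 with anti-*Vegf* and 13 with dexamethasone. Among the pathway and process lists, anti-*Vegf* had fewer DEGs than IgG in 5, as many in 6 and more in 10, and over all lists in 11, 15 and 13.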

**Figure 3:**
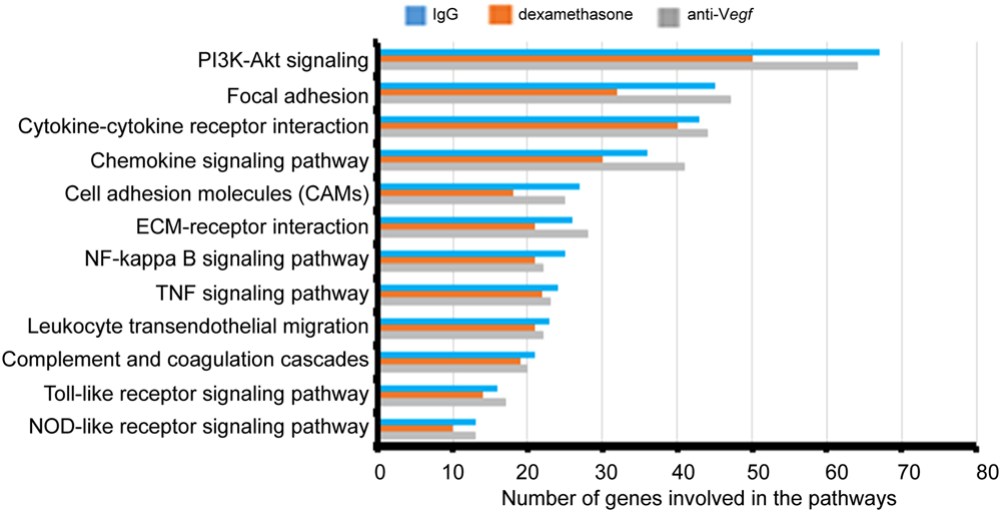
Pathway enrichment analysis indicates that dexamethasone suppresses most DEGs in all selected inflammatory and angiogenesis pathways, relative to IgG and anti-*Vegf* treatment.

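*Col6a1*, a collagen of the corneal stroma, rose by 1.29 between dexamethasone and anti-*Vegf* treated corneas (standard error 0.19, adjusted p = 0.00116 from limma). It fell relative to naïve corneas by 1.55 with anti-*Vegf* and by 0.77 with IgG, and its change of −0.25 with dexamethasone did not pass the test (adjusted p = 0.394). *Cntf* fell by 0.89 between dexamethasone and anti-*Vegf* (standard error 0.15, adjusted p = 0.0025), after a rise of 1.27 with anti-*Vegf* relative to naïve corneas. *Cldn1*, a protein of epithelial tight junctions, fell by 0.56 (adjusted p = 0.0362), a call that ended when single arrays were left out. Its other probe sets had −0.63 and −0.89 (adjusted p = 0.0156 and 0.0159). *Socs3*, which restrains cytokine signalling, was 0.64 lower without passing the test (standard error 0.24, adjusted p = 0.132). Of the 20 genes of Table 1b, 20 had the sign given there, 19 at an unadjusted p under 0.05 and 14 at an adjusted p under 0.05. These genes, too, were chosen by the study on the same arrays and are not independent evidence.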

Among the DEGs involved in the selected pathways, the genes that were differentially expressed between dexamethasone and anti-*Vegf* groups (P < 0.05) are summarized in Table 1b. The number of genes active in the various pathways and their false discovery rate are given in Supplementary Table 1, and an extended version of the gene lists in Table 1 is given in Supplementary Table 2.

### Dexamethasone suppresses chemokines and enhances specific complement factors relative to anti-*Vegf* treatment

Among the genes presented in Table 1, *C3*, *Ctgf*, *C1s*, *Cxcl5*, *Reg3g*, and *Ccl2* were the most differentially regulated genes, with *C3*, *Ctgf* and *C1s* upregulated by dexamethasone, and *Cxcl5*, *Reg3g* and *Ccl2* downregulated by dexamethasone, both relative to anti-*Vegf*. 

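*C3*, the central complement protein, had a log2 signal of 9.42 ± 0.59 (SD, n = 4) in dexamethasone, 7.52 ± 0.07 in anti-*Vegf*, 7.75 ± 0.48 in IgG and 5.03 ± 0.17 in naïve corneas. It rose 3.73-fold between dexamethasone and anti-*Vegf*, a log2 difference of 1.90 (95% confidence interval 1.38 to 2.42, adjusted p = 0.000526 from limma). *Ctgf*, now named *Ccn2*, rose 3.74-fold (standard error 0.28, adjusted p = 0.00118). Its signal was 11.08 ± 0.45 with dexamethasone, 9.18 ± 0.16 with anti-*Vegf* and 10.71 ± 0.38 in naïve corneas, so that relative to naïve corneas it fell with anti-*Vegf* (−1.53, adjusted p = 0.000707) and did not pass the test with dexamethasone (0.37, adjusted p = 0.4). *C1s*, a protease that starts the classical complement pathway, rose by 0.95 between dexamethasone and anti-*Vegf*, from 11.00 ± 0.20 to 11.94 ± 0.26 (standard error 0.16, adjusted p = 0.00292). *Reg3g*, a bactericidal lectin, fell by 2.84 (95% confidence interval −3.71 to −1.98, adjusted p = 0.00105), with signals of 5.70 ± 0.74 and 8.54 ± 0.49. *Cxcl5*, named *Cxcl6* in the gene table used here and an attractant of neutrophils, fell 2.72-fold (standard error 0.42, adjusted p = 0.0482). The dexamethasone arrays spread from 5.71 to 8.19 around a mean of 6.99, against 8.44 ± 0.23 with anti-*Vegf*, and the call ended when single arrays were left out. *Ccl2* had signals of 10.73 ± 0.32 with dexamethasone and 11.40 ± 0.27 with anti-*Vegf*, and the difference of −0.67 did not pass the test (95% confidence interval −1.30 to −0.05, adjusted p = 0.192), except without IgG array F17.

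**Figure D3:**
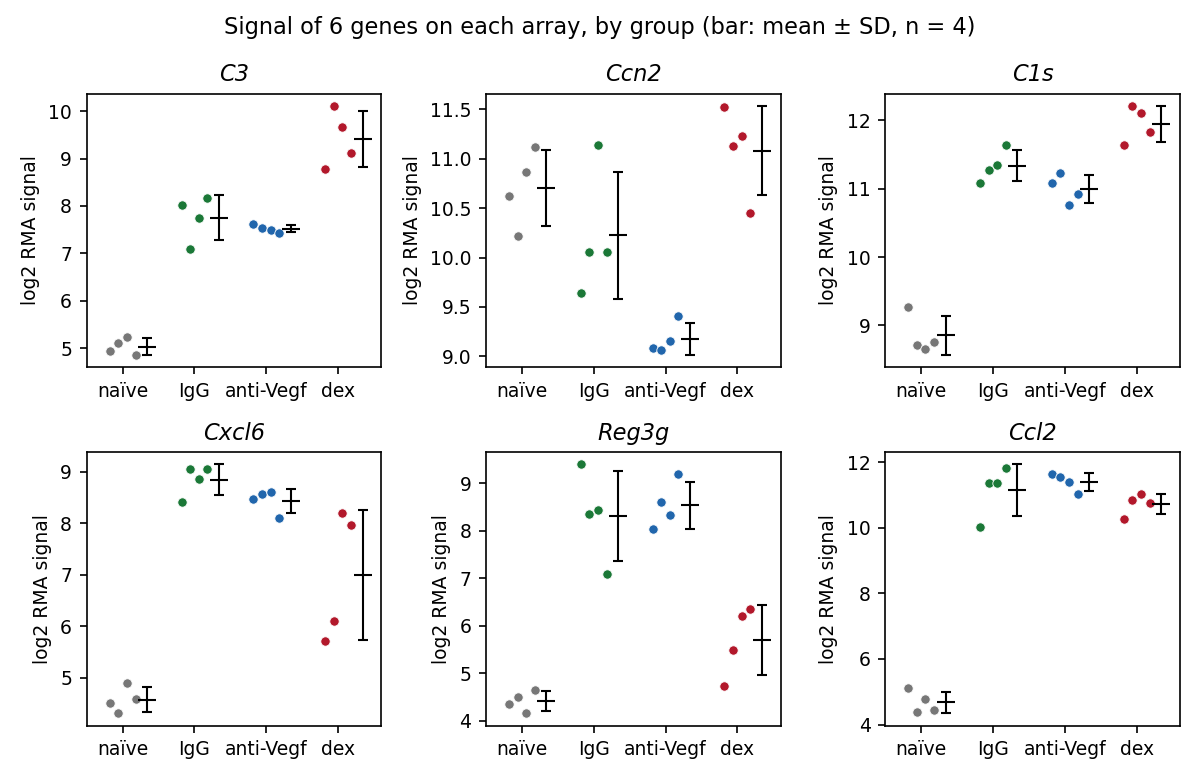
Log2 RMA signal (y axis) of *C3*, *Ccn2*, *C1s*, *Cxcl6*, *Reg3g* and *Ccl2* on each array of the naïve, IgG, anti-*Vegf* and dexamethasone groups (x axis). Points are arrays and bars are the mean ± SD (n = 4), and *Cxcl6* spreads from 5.71 to 8.19 on the dexamethasone arrays.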

Localization of their protein expression in the corneal tissue was evaluated by immunofluorescence (Fig. 4A–G), and was further supported by qPCR analysis (Fig. 4H–J). Pro-inflammatory factors *Cxcl5*, *Reg3g*, and *Ccl2*, not expressed in the naïve cornea, were expressed in the corneal tissue post-injury (IgG group). Anti-*Vegf* treatment did not affect this expression, whereas dexamethasone dramatically suppressed the expression of these factors in the tissue. Complement factor *C3*, similar to the pro-inflammatory factors, was not expressed in naïve corneas and moderately expressed in the IgG group post-injury. In contrast to the pro-inflammatory factors, however, anti-*Vegf* suppressed *C3* expression while dexamethasone enhanced it. Similarly, *C1s* was moderately expressed in naïve and injured corneas, with anti-*Vegf* treatment suppressing *C1s* and dexamethasone enhancing its expression in the tissue. *Ctgf*, or connective tissue growth factor, whose gene expression was also significantly enhanced by dexamethasone relative to anti-*Vegf*, showed enhanced protein expression in the epithelium and stroma with dexamethasone treatment relative to anti-*Vegf*.

**Figure 4:**
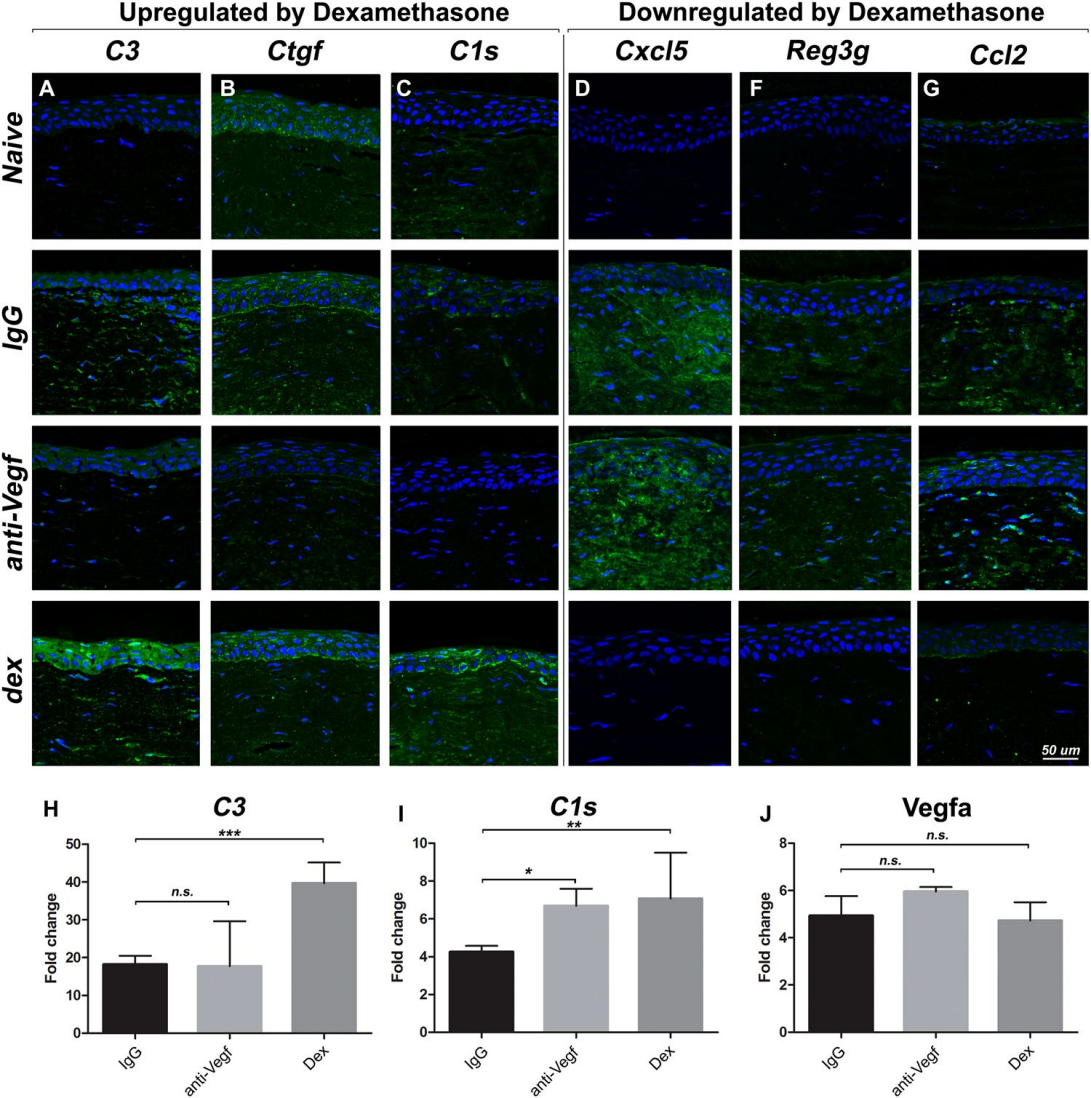
(**A–G**): Immunofluorescent staining of naïve, and sutured corneas from treatment groups (48 h post-suture). Factors most differentially regulated between dexamethasone and anti-*Vegf* groups from microarray analysis are shown. Expression signals are indicated in green, and DAPI counterstained nuclei in blue. Scale bar = 50 µm. (**H–J**): qPCR analysis of *C3*, *C1s* and *Vegfa* gene expression. The error bars represent SEM.

As complement factor activation was observed with dexamethasone – a treatment normally known to suppress inflammation, complement proteins *C3* and *C1s* were further evaluated for protein expression in the tissue by Western blot analysis. Western confirmed the suppression of these factors by anti-*Vegf* treatment and enhanced expression with dexamethasone treatment (Supplementary Figure 2).

Finally, gene expression in the dexamethasone group was compared to the gene expression in the IgG (positive control) group. This was achieved by computing the fold change difference in expression between these groups (i.e. Fold change Dexamethasone minus Fold change IgG) (Supplementary Table 3). 

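*Top2a* rose by 1.04 between dexamethasone and IgG treated corneas (standard error 0.16, adjusted p = 0.00106 from limma, 4 arrays per group), and so did *Aurka* (0.87, adjusted p = 0.00106), *Mcm6* (0.71, adjusted p = 0.012) and *Mki67*, a marker of dividing cells (1.00, adjusted p = 0.0217, lost without single arrays). Of 28 cell cycle genes 27 rose and 0 fell (camera adjusted p = 2.25e-18, or 0.197 with an estimated correlation). The acute phase gene *Saa3* rose by 3.34 (10.1-fold, adjusted p = 6.6e-05), *Orm1* by 1.54 and *Serpina3n* by 1.49, and 8 of 20 genes of their list rose, or 10 when adjusted over the list alone (9.51e-05, or 0.197). The glucocorticoid targets *Tsc22d3* (1.94), *Fkbp5* (1.67), *Klf9* (1.01) and *Mt2A* (0.83) rose, and 9 of 23 in their list (0.000112, or 0.143). The rise of *Klf9* rests on 1 of its 3 probe sets, as the others differed by 0.14 and −0.03 (adjusted p = 0.615 and 0.912). *Tfrc* rose by 1.32 and *Cd36* by 1.17 (adjusted p = 0.000501 and 0.000676). *Col4a1*, a basement membrane collagen, rose by 1.03, *Adamts5*, which cleaves proteoglycans, by 0.97 and *Ptgis*, the prostacyclin synthase, by 0.77. Of 43 matrix genes 9 rose, or 10 over the list alone (0.0011, or 0.29). The crystallins *Cryba1* (5.32), *Crybb2* (4.38) and *Cryaa* (3.54) rose and were highest on dexamethasone array F26.

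*Sprr3* fell by 2.61 (standard error 0.46, adjusted p = 0.00252), *Akr1c3* by 2.24, *Rsad2* by 1.87, *Sdcbp2*, a syntenin-like protein, by 1.65, *Dmkn* by 1.42, *Klk8* by 1.37 and *Ehf* by 0.87. Of 22 genes of epithelial wounding 10 fell, or 14 over the list alone (9.65e-11, or 0.143). *Socs3* fell by 1.24 (standard error 0.24, adjusted p = 0.00497) and the vessel factor *Angpt2* by 0.72 (adjusted p = 0.00314). The macrophage genes *Ms4a7* (−1.22) and *Cd68* (−0.86) fell. Of 23 monocyte and macrophage genes 2 rose and 2 fell, or 2 and 3 over the list alone, and camera did not call their list (0.259, or 0.753). *Cd3d* of T cells fell (−0.43, adjusted p = 0.00206), as did 4 of 18 T and NK cell markers, or 8 over the list alone (9.51e-05, or 0.215). *RT1-Db1*, an antigen-presenting protein, fell by 0.70 (adjusted p = 0.0442, lost without single arrays, and 0.02 on its other probe set, adjusted p = 0.971), and 2 of 13 MHC class II genes fell, or 5 over the list alone (0.00295, or 0.394). Interferon response genes moved down (0.00626, or 0.678) with 2 of 23 lower, and so did chemokine receptors (0.0481, or 0.517) with 2 of 16, or 4 over the list alone. Blood vessel markers (0.00486, or 0.564) and pigment cell markers (0.0257, or 0.517) moved down with 0 genes past limma's adjusted test and 6 and 3 genes lower at an unadjusted p under 0.05, or 3 of 7 pigment markers over the list alone. With cyclic loess the chemokine receptors (0.058) and pigment markers (0.068) were not called, nor the former with reference genes (0.158). In all, 1503 genes were called, 1054 higher and 449 lower. The ordinary F test called 446, and limma 890 without IgG array F19. Rises made up 70.1%, or 61.0% with cyclic loess (847 higher and 541 lower). The arrays did not overlap for 17.2% of genes, where chance gives 2.86%. The poly-A controls were 1.91 lower on the dexamethasone than on the IgG arrays (exact permutation test, p = 0.029). Of 375 called genes that were compared on a second probe set, 65.3% had the same direction on it.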

Relative to IgG treatment, dexamethasone highly suppressed pro-inflammatory factors including *Cxcl5* and *Reg3g*, but also *Serpinb2*, one of the top 5 factors downregulated during the endogenous restoration of corneal avascularity^33^. Conversely, complement factors *C2* and *C3* were among the most highly upregulated genes, also indicating an activation of complement by dexamethasone relative to the IgG treated group (Supplementary Table 3).

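*Cxcl6*, the neutrophil attractant formerly named *Cxcl5*, fell by 1.85 between dexamethasone and IgG treated corneas (3.61-fold, standard error 0.42, adjusted p = 0.0108 from limma), a call that ended in a fit of these groups alone. It stayed above naïve corneas with dexamethasone (5.35-fold) and with IgG (19.3-fold). *Reg3g* fell by 2.62 (6.15-fold, standard error 0.41, adjusted p = 0.00114). Over naïve corneas it rose 15.0-fold with IgG and 2.44-fold with dexamethasone (adjusted p = 0.0317, lost without single arrays). *Serpinb2*, which inhibits plasminogen activation, fell by 0.78 (standard error 0.24, adjusted p = 0.0478), and most single arrays left out ended this call. Its rise relative to naïve corneas was 58.0-fold with IgG and 33.8-fold with dexamethasone. *Lrat* fell by 2.92 (7.56-fold, adjusted p = 0.000244) and *Stfa3* by 2.26 (standard error 0.44, adjusted p = 0.00484). *Defb4* was 1.26 lower without passing the test (adjusted p = 0.113). *Ccl2* was 0.42 lower and did not pass it either (standard error 0.30, adjusted p = 0.405), except without IgG array F17. Of the 40 genes of Supplementary Table 3, which the study chose on these arrays, 35 matched a gene measured here, 32 had the sign given there, and 30 differed at an unadjusted and 27 at an adjusted p under 0.05.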

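*C3* rose 3.17-fold between dexamethasone and IgG treated corneas, a log2 difference of 1.67 (standard error 0.24, adjusted p = 0.00079 from limma). Its rise relative to naïve corneas was 20.9-fold with dexamethasone and 6.59-fold with IgG. No probe set was assigned to *C2* alone, since 4 probe sets carry the symbols of both *C2* and its neighbour *Cfb*, the factor B of the alternative pathway. On 1 of these the signal rose by 1.63 between dexamethasone and IgG (3.10-fold, adjusted p = 0.00223), and on the other 3 it differed by −0.17, −0.22 and −0.53 (adjusted p from 0.204 to 0.616), so these values stand for either gene.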

### Dexamethasone specifically activates the classical complement pathway promoting leukocyte recruitment, while anti-*Vegf* treatment does not

Among the most differentially regulated genes, *Cfi* was one of the most suppressed by dexamethasone (Table 1), while *C1s*, *C2*, and *C3* were enhanced relative to IgG treatment (Supplementary Table 3). 

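*Cfi*, the protease that inactivates C3b and C4b, fell by 1.54 on the log2 scale between dexamethasone and IgG treated corneas (standard error 0.27, adjusted p = 0.00273 from limma). Relative to naïve corneas it rose 11.6-fold with IgG, 8.54-fold with anti-*Vegf* and 3.99-fold with dexamethasone. *C1s* rose by 0.61 between dexamethasone and IgG (1.52-fold, standard error 0.16, adjusted p = 0.0245), a call that ended without IgG arrays F17, F19 or F22 or without dexamethasone arrays F26 or F27. *C1s* rose 5.60-fold with IgG and 8.52-fold with dexamethasone relative to naïve corneas. *C1r*, its partner protease, was 0.37 higher (adjusted p = 0.0585) and *Serping1* 0.42 higher (adjusted p = 0.149) without passing the test. *Clu*, which binds the terminal complex, was 0.36 lower (standard error 0.19, adjusted p = 0.258), after a 3.86 rise with IgG and a 3.50 rise with dexamethasone relative to naïve corneas.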

Because of the involvement of multiple complement genes, microarray data for genes of the complement cascade were examined in detail (Table 2). 

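*C1qb*, a chain of the C1q recognition protein, rose relative to naïve corneas by 1.69 on the log2 scale with IgG, 1.45 with anti-*Vegf* and 1.17 with dexamethasone (standard error 0.23 for each). Of 12 genes of the classical and lectin pathways with *C3*, 7 rose with IgG, 6 with anti-*Vegf* and 8 with dexamethasone, and camera's call held with an estimated correlation (adjusted p = 0.0152, 0.0309 and 0.0252). Between dexamethasone and anti-*Vegf* 4 of these genes rose and 0 fell, or 5 and 0 when adjusted over the list alone. Their median change was −0.08 while camera's direction was up (adjusted p = 0.43, and 0.0324 with fry). Of 12 genes of the alternative pathway and of complement regulation 1 rose and 1 fell (0.756), and in the terminal pathway (0.587) and among complement receptors (0.781), with 6 genes each, limma called 0, with 1 and 2 genes at an unadjusted p under 0.05. Of the 35 genes of Table 2, 29 matched a probe set of their own, and 11 differed at an unadjusted p under 0.05, with 7 higher and 4 lower with dexamethasone. Adjusted over the list alone 7 passed, and over all genes 4 (*C3*, *C1s*, *C1r* and *Cfi*). The table was chosen by the study on the same arrays, so none of these counts is independent evidence.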

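*C1r*, the protease that activates C1s, rose by 0.62 between dexamethasone and anti-*Vegf* treated corneas (standard error 0.12, adjusted p = 0.00617 from limma). *C1qbp*, which binds the globular heads of C1q, was 0.29 higher (standard error 0.10, adjusted p = 0.0879), and *C1qtnf7*, a secreted C1q-like protein, was 0.48 higher (adjusted p = 0.0752). *C1qa* was 0.49 lower (standard error 0.23, adjusted p = 0.226) and *C1qc* 0.47 lower (standard error 0.26, adjusted p = 0.308), the other two chains of C1q. None of these last 4 passed the adjusted test, and their unadjusted p were 0.00918, 0.00677, 0.0483 and 0.0856. Of the 9 genes highlighted in Table 2, 8 matched a probe set of their own. At an unadjusted p under 0.05, 5 of them were higher and 2 lower with dexamethasone, 6 passed when adjusted over the list alone and 4 over all genes. Of the 26 other genes of the table, 21 matched, and 4 differed at an unadjusted p under 0.05 from limma, namely *C1qtnf1* (0.47), *C3ar1* (−0.29), *C5ar1* (0.36) and *C6* (−0.74), of which 0 passed its adjusted test over all genes.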

Nine complement genes were differentially regulated by dexamethasone, relative to anti-*Vegf*, all of these being confined to the early complement cascade (*C1 – C3*), in addition to *Cfi*. Among these, *C2* was one of the most strongly upregulated genes, not originally detected in the biological process and pathway analysis in Table 1. 

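On 1 of the 4 probe sets that *C2* shares with *Cfb*, the signal rose by 1.68 on the log2 scale between dexamethasone and anti-*Vegf* treated corneas (3.19-fold, standard error 0.28, adjusted p = 0.00294 from limma). Relative to naïve corneas it rose by 3.00 with dexamethasone, 1.37 with IgG and 1.33 with anti-*Vegf*. On the other three the difference between dexamethasone and anti-*Vegf* was −0.16, −0.22 and −0.43, and none of them passed the test (adjusted p from 0.346 to 0.593). Since C2 acts in the classical and factor B in the alternative pathway, the probe sets are given here for both genes and were counted for neither.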

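*C5*, from which the C5a attractant is cut, did not differ between dexamethasone and anti-*Vegf* treated corneas (log2 difference 0.00, standard error 0.10, adjusted p = 0.997 from limma). *C8a* (0.01), *C8b* (0.01), *C8g* (−0.03) and *C9* (0.00), which build the pore that lyses cells, had adjusted p from 0.908 to 0.998. *C6*, which binds C5b, was 0.74 lower without passing the test (standard error 0.32). It rose by 0.95 relative to naïve corneas with anti-*Vegf* (adjusted p = 0.041, lost without single arrays), and its changes with IgG (0.40) and dexamethasone (0.21) did not pass. The 95% intervals of limma's estimates for *C5* and *C9* lie within 0.5 on either side of 0.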

Dexamethasone, however, did not have a differential effect in expression of factors downstream in the complement cascade. 

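*Masp1*, a protease of the lectin pathway, rose by 0.71 between dexamethasone and anti-*Vegf* treated corneas (standard error 0.20, adjusted p = 0.0447 from limma), a call that most other settings ended. It rose by 1.10 with IgG and by 1.21 with dexamethasone relative to naïve corneas, and its change of 0.50 with anti-*Vegf* did not pass the test (adjusted p = 0.0779). *C1qb* of the classical pathway differed by −0.28 (adjusted p = 0.525). *Cd55*, a membrane protein that dissolves the C3 convertases of every pathway, differed by −0.40 (standard error 0.50, adjusted p = 0.704). It fell relative to naïve corneas by 2.44 with dexamethasone, 2.04 with anti-*Vegf* and 1.54 with IgG, the last of these calls lost without single arrays. *Clu* differed by 0.22 (adjusted p = 0.557).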

The differentially regulated genes instead all mapped to the classical pathway of complement (Fig. 5), or as in the case of *C3* are common to multiple cascades. Furthermore, *Cfi* (an inhibitor of *C3* and *C5* convertases) was downregulated thereby promoting *C3* and *C5* pathways leading to inflammatory leukocyte invasion^36^ of the tissue.

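*Cfi* had a log2 difference of −1.10 between dexamethasone and anti-*Vegf* treated corneas (standard error 0.27, adjusted p = 0.0244 from limma), a call that ended without anti-*Vegf* arrays F2 or F6 or without dexamethasone arrays F26 or F27. The receptors of the cleavage products C3a and C5a, *C3ar1* (adjusted p = 0.187) and *C5ar1* (adjusted p = 0.21), did not pass the test. *Ptprc*, which encodes CD45 of all leukocytes, rose relative to naïve corneas by 3.47 with dexamethasone, 3.55 with IgG and 3.78 with anti-*Vegf* (standard error 0.30), and differed by −0.31 between dexamethasone and anti-*Vegf* (adjusted p = 0.605). *Cd53* (−0.14), *Aif1* of macrophages (−0.14), *Fcer1g* (0.13) and *Csf3r* of neutrophils (0.37) did not pass the test between these treatments (adjusted p from 0.511 to 0.811). *Cd68*, a lysosomal protein of macrophages, fell by 0.81 (standard error 0.14, adjusted p = 0.00382) and *Ms4a7* by 1.02 (adjusted p = 0.0324), while *Lyz2*, the lysozyme of macrophages and neutrophils, rose by 0.69 (adjusted p = 0.0448). The last pair of calls ended when single arrays were left out. Of 15 general leukocyte genes 0 rose and 1 fell (camera adjusted p = 0.629), of 12 neutrophil genes limma called 0, with 2 at an unadjusted p under 0.05 (0.995), and of 23 monocyte and macrophage genes 2 rose and 2 fell (0.756). From the lower *Cfi* and the higher *C3*, the paper concludes that dexamethasone promoted the pathways from *C3* and *C5* to the invasion of inflammatory leukocytes.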

**Table 2:** Summary of genes involved in the complement cascade from gene microarray analysis, and the FC Diff and the corresponding P values.

Gene ID	Gene Title	FC Diff: dex- anti-*Vegf*	P-Value dex vs anti-*Vegf*
***C1qa***	**complement component 1, q subcomponent, A chain**	**−1.07**	**4.16E-02**
***C1qc***	**complement component 1, q subcomponent, C chain**	**−0.78**	**2.92E-02**
***C1qbp***	**complement component 1, q subcomponent binding protein**	**0.29**	**4.12E-02**
***C1qtnf7***	**C1q and tumor necrosis factor related protein 7**	**0.39**	**4.85E-02**
***C1s***	**complement component 1, s subcomponent**	**4.11**	**2.25E-03**
***C1r***	**complement component 1, r subcomponent**	**1.71**	**6.38E-03**
***C2***	**complement component 2**	**5.95**	**1.87E-02**
***C3***	**complement component 3**	**16.56**	**1.04E-02**
***Cfi***	**complement factor I**	**−4.69**	**1.25E-02**
*C1ql1*	complement component 1, q subcomponent-like 1	−0.12	1.87E-01
*C1qb*	complement component 1, q subcomponent, B chain	−0.48	2.14E-01
*C1ql3*	complement component 1, q subcomponent-like 3	0.18	7.29E-01
*C1qtnf1*	C1q and tumor necrosis factor related protein 1	2.19	7.03E-02
*C1qtnf2*	C1q and tumor necrosis factor related protein 2	0.15	1.63E-01
*C1qtnf4*	C1q and tumor necrosis factor related protein 4	−2.12	8.54E-02
*C1qtnf5*	C1q and tumor necrosis factor related protein 5	0.26	7.65E-02
*C1qtnf6*	C1q and tumor necrosis factor related protein 6	−2.04	6.18E-01
*C3ar1*	complement component 3a receptor 1	−0.25	6.83E-02
*C4a*	complement component 4 A	0.10	1.68E-01
*C4bpa*	complement component 4 binding protein, alpha	−0.18	5.64E-01
*C4bpb*	complement component 4 binding protein, beta	−2.05	4.17E-01
*C5*	complement component 5	0.00	9.90E-01
*C5ar1*	complement component 5a receptor 1	0.80	1.14E-01
*C6*	complement component 6	−0.94	1.30E-01
*C7*	complement component 7	−2.09	3.25E-01
*C8a*	complement component 8, alpha polypeptide	2.01	8.76E-01
*C8b*	complement component 8, beta polypeptide	0.01	8.51E-01
*C8g*	complement component 8, gamma polypeptide	−0.03	7.41E-01
*C9*	complement component 9	0.00	9.83E-01
*Cfh*	complement factor H	0.50	1.87E-01
*Cfh/LOC100361907*	complement factor H/complement factor H-related protein B	2.14	1.09E-01
*Cfhr1*	complement factor H-related 1	0.10	5.45E-02
*Cfp*	complement factor properdin	2.12	2.08E-01
*Cr1l*	complement component (3b/4b) receptor 1-like	−0.03	5.05E-01
*Cr2*	complement component (3d/Epstein Barr virus) receptor 2	0.02	6.33E-01

Highlighted genes are those significantly different between treatments.

**Figure 5:**
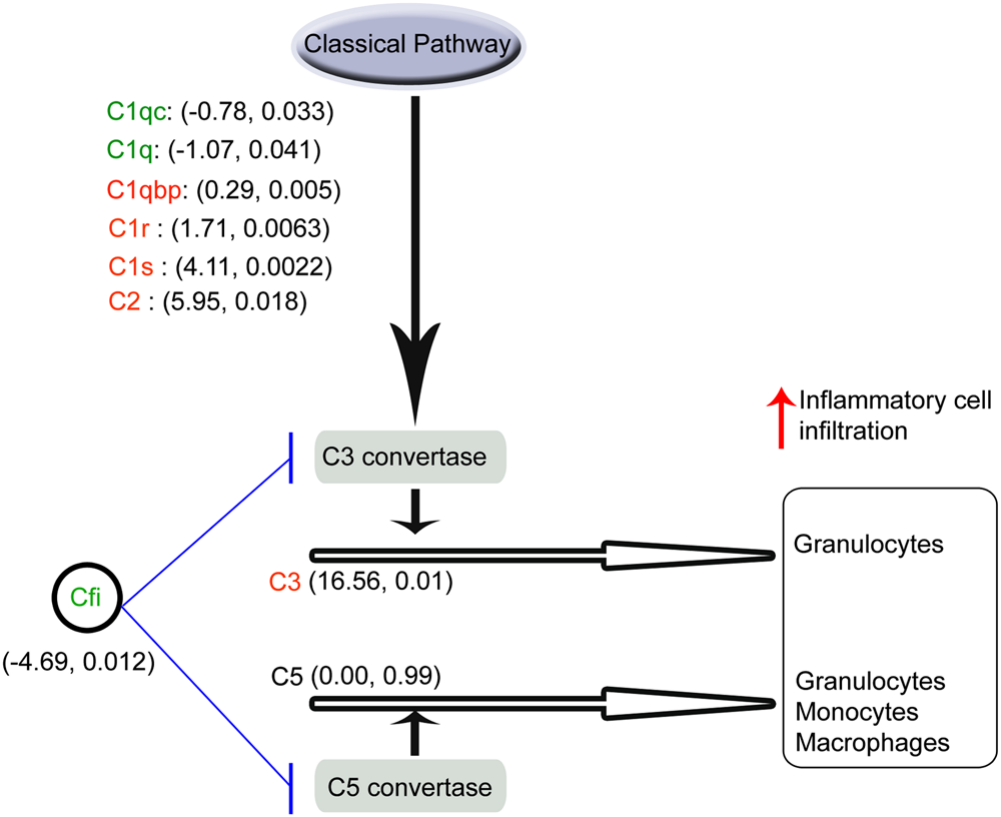
Summary of complement genes differentially regulated by dexamethasone treatment relative to anti-*Vegf*, and their roles in the complement cascade based on gene expression microarray analysis. Differentially regulated genes (upregulated genes labelled in red, downregulated genes in green) are shown along with their fold change difference (dexamethasone minus anti-*Vegf*) and corresponding p-value (between dexamethasone and anti-*Vegf* fold change) given in parentheses. All differentially regulated genes mapped to the classical pathway, while *Cfi*, a natural inhibitor of *C3* and *C5* convertase production, was strongly downregulated. This, combined with strong upregulation of *C3*, promoted pathways leading to inflammatory cell activation and invasion into the cornea following dexamethasone treatment. Further downstream complement components (*C6*–*C9*) leading to cell lysis were not differentially regulated by dexamethasone. The figure is an adapted version of the conceptual diagram presented by del Zoppo^37^.

The expression profile for *C3*, *C1s* and *Vegfa* in all the treatment groups (IgG, anti-*Vegf* and dexamethasone) was verified by qPCR, confirming the trend of gene expression as shown by microarray, immunohistochemistry and Western blot analysis.

## Discussion

The cornea, a normally avascular tissue, maintains a tightly regulated and delicate balance between proangiogenic and antiangiogenic factors for it to stay avascular and transparent^38^. This balance can be disrupted, however, by pathologies such as injury, infection, or activation of an immune response, where inflammation plays a key role in modulating the angiogenic balance. Global gene expression analysis was performed in this study in a model of inflammation leading to angiogenesis, i.e., dilation and looping/pulling of pre-existing limbal vessels at 48 h post-injury, that in a later phase^15, 39^ is followed by angiogenic sprouting. In this model, just 48 h after injury, the number of genes differentially expressed relative to a naïve cornea was highest in the group treated with topical rat anti-*Vegf* antibody. Anti-*Vegf* treatment perturbed 122 more genes than injured control corneas and 511 more genes than dexamethasone treated corneas. This trend persisted at the biological process and pathway levels, with dexamethasone consistently suppressing more genes related to inflammation and angiogenesis processes and pathways than anti-*Vegf* treatment. 

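*Sdcbp2* rose by 0.87 relative to naïve corneas with anti-*Vegf* (standard error 0.30, adjusted p = 0.0435 from limma, lost in other settings) and fell by 1.19 with dexamethasone (adjusted p = 0.00899). *Tsc22d3* fell by 1.13 with anti-*Vegf* and rose by 1.10 with dexamethasone (standard error 0.27, adjusted p = 0.0052 and 0.00719). Among genes that were DEGs with anti-*Vegf*, the stromal collagen *Col1a1* fell by 1.21 (adjusted p = 0.000225), and its changes of −0.51 with dexamethasone and −0.48 with IgG did not pass the test (adjusted p = 0.0676 and 0.0755). This contrast rests on 1 probe set, since on its other one *Col1a1* fell with dexamethasone (by 1.18, adjusted p = 0.00117) and IgG (by 0.95, adjusted p = 0.00502) as well as with anti-*Vegf* (by 1.62). *Slc4a11*, a transporter of the corneal endothelium, fell by 1.16 with anti-*Vegf*, 0.76 with dexamethasone and 1.26 with IgG, and was a DEG in all of them. When each pair of treatments was fitted with the naïve arrays alone, anti-*Vegf* had 199 more DEGs than IgG and 14 more than dexamethasone, and the difference IgG minus dexamethasone was −174 genes. None of these was stable, as leaving out single arrays gave −34 to 361, −215 to 208 and −380 to 19 in this order.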

The broad immunosuppressive activity of dexamethasone is known; however, much less is known about the specific factors beneficially influenced by dexamethasone in the context of corneal inflammation. Further analysis of processes and pathways revealed a number of genes with a high differential expression between dexamethasone and anti-*Vegf*, and a subset of these could be responsible for the potency of dexamethasone in suppressing corneal neovascularization. Six genes highly differentially expressed between these groups were *Cxcl5, Ccl2, Reg3g, C3, C1s*, and *Ctgf*. The protein product of these genes mirrored the gene expression characteristics in corneal tissue sections, as well as in Western blot of corneal tissue for *C3* and *C1s*, supporting the trend of the microarray gene expression analysis data. Moreover, these differences were present despite effective suppression of *Vegfa* by the anti-*Vegf* treatment at the protein level.

Interestingly, *Cxcl5, Reg3g*, and *Ccl2* were also three of the four most significantly suppressed genes during the endogenous restoration of corneal avascularity as we reported in a recent study^33^. Dexamethasone in this sense may mimic or activate natural mechanisms for maintaining corneal avascularity, whereas anti-*Vegf* treatment is clearly deficient in this regard.

*Reg3g* (regenerating islet-derived protein 3 gamma) is known as a bactericidal peptide^40^, that has also recently been reported to exacerbate pancreatic cancer in a model of inflammation-associated cancer progression, by activation of STAT3 and Nuclear Factor kB (NFκB) signaling pathways^41^. Little is known about the effect of *Reg3g* on angiogenesis, but its dramatic suppression with dexamethasone treatment and in the endogenous restoration of corneal avascularity^33^ warrants further investigation. *Serpinb2* known as plasminogen activator inhibitor type 2 (or PAI-2) was also highly suppressed in the dexamethasone treated group compared to IgG; *Serpinb2* appears as one of the top 5 factors downregulated during the endogenous restoration of corneal avascularity^33^. It is known to be overexpressed in inflammation, where it is expressed by monocytes, macrophages and vascular endothelial cells^42^, although its role in the context of angiogenesis is less clear^43^.

CXCL5 (also known as ENA-78, epithelial-derived neutrophil-activating peptide 78) plays an important role in the recruitment and trafficking of neutrophils/granulocytes^44^ while CCL2 (also known as MCP-1, monocyte chemoattractant protein-1) is involved in monocyte recruitment^45, 46^. Apart from these pro-inflammatory functions, CXCL5 and CCL2 also have direct and potent effects on the migration and proliferation of vascular endothelial cells^47–50^. From our pathway analysis, dexamethasone differentially suppressed genes in both NFκB and Tumor Necrosis Factor (TNF) pathways. 

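*Tnfaip3*, an inhibitor of NF-κB that NF-κB itself induces, rose by 0.71 between dexamethasone and anti-*Vegf* treated corneas (standard error 0.14, adjusted p = 0.00907 from limma), and relative to naïve corneas by 1.55 with dexamethasone and 0.83 with anti-*Vegf*. *Nfkb1*, which encodes the NF-κB subunit p50, fell by 0.30 (standard error 0.08, adjusted p = 0.0386), a call that ended when single arrays were left out. *Irf1*, an interferon-induced transcription factor, fell by 0.68 (standard error 0.12, adjusted p = 0.00513). The adhesion molecules *Icam1* (0.06, adjusted p = 0.906) and *Vcam1* (0.45, adjusted p = 0.199), on which leukocytes leave vessels, did not pass the test, nor did *Il1b* (−0.21, adjusted p = 0.759) and *Il6* (0.09, adjusted p = 0.964). *Icam1* rose relative to naïve corneas by 3.03 with dexamethasone, 2.97 with anti-*Vegf* and 3.22 with IgG (standard error 0.19). Of 25 target genes of NF-κB and TNF, 2 rose and 2 fell between dexamethasone and anti-*Vegf*, or 3 and 2 when adjusted over the list alone (camera adjusted p = 0.756), and 2 and 1 with arrays centred on reference genes. Between dexamethasone and IgG 3 rose and 3 fell, or 4 and 3 over the list alone (0.796). Relative to naïve corneas, 13 of the 25 were DEGs with dexamethasone, 12 with anti-*Vegf* and 11 with IgG.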

TNF is a key inflammatory mediator involved in NFκB activation, which in turn regulates the transcription of CXCL5 and CCL2^51^. Although dexamethasone effectively suppressed both *Cxcl5* and *Ccl2* in our model, *in vivo* imaging indicated the absence of an inhibitory effect on the early recruitment of inflammatory cells into the cornea, which was further confirmed by the observation of CD45 positive leukocytes in all treatment groups. This is in apparent contradiction to the inflammatory cell recruitment roles of CXCL5 and CCL2; however, complement activation provides a possible explanation for the observed inflammatory cell recruitment despite the effective suppression of the chemotactic stimulus by dexamethasone.

Both microarray gene expression data and immunofluorescence in corneal tissue sections indicated increased transcription and translation respectively, of complement factors *C3* and *C1s* in dexamethasone-treated corneas compared to anti-*Vegf*. Western blot analysis further confirmed this upregulation of complement factors. Increased gene expression of *C3* was reported after treatment of rat mesenchymal cells with dexamethasone or other glucocorticoids^52^, while in another study C3 enhancement occurred in vascular endothelial cells exposed to IL1α together with glucocorticoids, with glucocorticoids enhancing the IL1-α induced stimulation of C3 production^53^. In this study, deeper analysis of the microarray data for the complement cascade revealed a selective enhancement of a number of factors within the classical complement pathway including C3, and suppression of complement factor I expression by dexamethasone relative to anti-*Vegf*. Together, these events lead to an increased infiltration and activation of inflammatory cells^36^ (such as monocytes and neutrophils), in a manner apparently independent of CXCL5 and CCL2. Because of the additional potent pro-angiogenic properties of these chemokines, it could be hypothesized that dexamethasone suppressing CXCL5 and CCL2 achieves a potent anti-angiogenic effect, while instead activating the classical complement pathway in a chemokine-independent manner recruits inflammatory cells functional to mount an anti-microbial response. Notably, dexamethasone has been shown to promote antimicrobial activity in several strains of microorganisms *in vitro* ^54^. In the cornea, the complement system seems to be crucial for the protection against gram-negative bacteria such as Pseudomonas aeruginosa, as depletion of *C3* renders the normally resistant mouse strain DBA/2 susceptible to such infection^55^. Corneal fibroblasts in healthy human eyes have been shown to synthesize complement components, among them *C3*, and the complement cascade is believed to be activated chronically at a low level in the healthy cornea^56^. Verhagen *et al*. showed, however, that complement depletion in the cornea had almost no effect on the development of experimental keratitis and LPS-induced corneal inflammation^57^.

In the present model of corneal neovascularization, complement activation appears to be beneficial; in other contexts, however, complement might have several diverse and possibly opposite roles in different pathologic conditions, with a possible tissue- and context-specificity. The complement system is clearly involved in diseases characterized by pathologic angiogenesis; in age-related macular degeneration^58^ and laser-induced choroidal neovascularization in mice^59^, complement activation has been associated with increased disease severity. Much evidence exists that activation of complement is part of the pathogenesis of AMD, both in its dry and wet forms, and polymorphism of gene loci such as complement factor H and complement factor B greatly increases the risk of developing these diseases^60, 61^. In other pathologies, complement appears to have a more complicated and fine-tuned role: for example in cancer, it may have a role in promoting tumor angiogenesis on the one hand, while it exerts a cytotoxic effect on tumor cells on the other^62^. Langer *et al*. showed that in a murine model of oxygen-induced retinopathy, a model for retinopathy of prematurity, *C3* and *C5* deficient mice had a higher rate of pathologic vessel growth^63^. In that study, it was suggested that activation of the complement system prevents retinal neovascularization, a process that appears to be mediated by the polarization of macrophages towards an anti-angiogenic phenotype. Using similar models, recent studies found that the blockage of specific complement factors from the alternative pathway (such as *Cfb*) resulted in enhanced pathologic retinal neovascularization^64, 65^. These results, albeit in retinal models of hypoxia, are in line with our findings of higher expression of *C3* in corneas where the neovascular response is suppressed.

The specific role of the complement in corneal neovascularization, however, is still poorly understood due to the complexity of the system, its possible tissue-specific roles and the lack of reliable study models^66^. Further studies are required to clarify in detail the role of the various complement factors and other identified factors in angiogenesis, and to determine if selective inhibition or modulation of these factors could improve the treatment of inflammation and neovascularization.

## Conclusion

For the first time to our knowledge, a systematic investigation of genome-wide expression changes with different treatments for corneal inflammation and neovascularization was undertaken. Robust genome-wide analysis yielded candidate factors confirmed at the tissue and protein expression levels, providing gene lists as a resource for investigating novel targets for anti-inflammatory and anti-angiogenic therapy specific to the corneal milieu. Most notably, the chemokines CXCL5 and CCL2 are possible targets for inhibiting the early inflammatory response leading to corneal neovascularization – factors which anti-VEGF treatment does not influence. REG3G and SERPINB2 are similarly novel candidate targets in this respect. Additionally, activation of the complement pathway by dexamethasone, notably the classical cascade, was unexpected and the consequences of this activation in our model warrant further investigation. Finally, targeting inflammation-specific factors or complement in addition to VEGF may provide a route for improving the efficacy of anti-VEGF treatment while avoiding negative side effects of steroid use.

## Materials and Methods

### Research model

A previously described model of inflammatory neovascularization in the rat cornea was used with minor modifications^39^. In brief, two intra-stromal sutures were placed 1.5 mm from the temporal limbus of the right cornea to induce a robust inflammatory response a few hours after suturing^15, 34^. Here, animals were examined 48 hours after suturing, during the pre-sprouting phase.

### Animal care

Between twelve- to sixteen-week-old male Wistar rats weighing 300 to 400 g (Scanbur AB, Sollentuna, Sweden) were used. All animal experiments were conducted in accordance with the Guidelines for the Use of Animals in Ophthalmic and Vision Research of the Association for Research in Vision and Ophthalmology (ARVO), and with the guidelines set out in the EU Directive 2010/63/EU on the protection of animals used for scientific purposes. All procedures performed followed a protocol approved by the Regional Animal Ethics Review Board of Linköping, Sweden (application no. 7–13). Animals were maintained in a licensed care facility in standard conditions (Ventilation: 15 air changes per hour; temperature: 22 ± 2 °C; humidity: 55 ± 10%; 12 h light/dark cycle; background sound: less than 55 dB; cage volume: 1760 cm^2^ for two animals, with food and water given *ad libitum*).

Anesthesia and analgesia were performed by intraperitoneal injection of Ketanest (esketamine 25 mg/ml, 0.4 ml, Pfizer) and Dexdomitor (dexmedetomidine hydrochloride 0.5 mg/ml, 0.2 ml, Orion Pharma). Additionally, one drop of topical anesthesia (tetracaine hydrochloride 1%, Chauvin Pharmaceuticals, UK), was used. A subcutaneous injection of Antisedan (atipamezole 5 mg/ml, 0.1 ml, Orion Pharma) was used to reverse anesthesia. The same anesthetic procedure was used for *in vivo* examinations. At the experimental endpoint, euthanasia was achieved by intracardial injection of sodium pentobarbital 60 mg/ml, 1 ml (APL, Sweden).

### Treatments and application schedule

The time of suture placement was designated as 0 h. Sutured animals were randomly assigned to one of three topical treatment groups:

1. Rat-specific goat polyclonal pan-*Vegf* antibody (20 µg/ml, Cat. No AF 564, R&D Systems, Minneapolis MN, USA).
2. Dexamethasone (1 mg/ml Opnol, Clean Chemical Sweden AB, Borlänge, Sweden).
3. Normal goat IgG antibody (20 μg/ml, Cat. No. 108-C, R&D Systems).

A naïve group consisted of rats whose corneas were not sutured. Eye drops were administered four times a day for two days. At 48 h, image data were collected, and the portion of the cornea between limbus and the suture was harvested for analysis. A total of 22 rats per treatment group were used, with 6 corneas per group used for RNA extraction for microarray, 10 rats per group for immunohistochemistry, and 6 rats per group for pooled Western blot analysis.

### *In vivo* confocal microscopy (IVCM)

IVCM using Heidelberg Retinal Tomograph 3 with Rostock Corneal Module (Heidelberg Engineering), equipped with a 63x/0.95 NA water-immersion objective (Zeiss, Oberkochen, Germany) was performed in live rat corneas at 48 h, as described elsewhere in detail^39^. Nine representative images of inflammatory cells from the limbal region, from the sutured area and the stromal region between the limbus and suture (no limbus or suture visible) were chosen from each cornea (n = 8–13 corneas per treatment group), for analysis of inflammatory cell infiltration. Cells were quantified manually by a masked observer using a semi-quantitative grading scale developed for this purpose^33^. Briefly, a score was assigned to each image, a median value was found for limbal, stromal and sutured area of each cornea and the sum of these values constituted a total score for each cornea used for statistical analysis. To measure and analyze limbal vessel diameter, three IVCM images focused around the limbal arcade, and showing distinct, perfused blood vessels were selected. From the image sequences for each cornea; the diameter of the vessels was then measured manually using ImageJ (ImageJ software, National Institutes of Health, Bethesda, http://rsb.info.nih.gov/ij/index.html); three independent masked observers performed at least three measurements per image, and the mean of all measurements was used for statistical comparison.

### Aqueous humor collection, cell quantification, and analysis

Aqueous humor (AH) was collected from the anterior chamber using a 30-gauge needle, immediately after sacrificing the animal. A total of approximately 30 µl of raw AH was collected from each eye. The number of cells present in raw AH was determined using the Countess II automated cell counter (Fisher Scientific, Göteborg, Sweden), and cell images were taken using the same instrument.

For CD45 staining, AH cells were fixed with methanol (Sigma-Aldrich, St. Louis, MO, USA, ratio:1:1). Samples were treated with blocking solution (1% BSA/PBS) and stained with primary antibody for CD45 (ab10558, Lot: GR269008-1,1:200, Abcam, Cambridge, United Kingdom). Visualization was achieved with DyLight 488 (1:1000, Thermo Fisher Scientific, Waltham, MA, USA) and mounted with ProLong Diamond Antifade media with DAPI (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA). Images were taken with an LSM 700 upright confocal microscope (Carl Zeiss AG, Oberkochen, Germany).

### RNA extraction

Following euthanasia, the area of the cornea between the sutures and temporal limbus (corresponding to about 3–4 clock hours of the cornea) was harvested without limbal rim and immersed into RNA later (Qiagen). Total RNA from each sample was isolated with the RNeasy Mini Kit (Qiagen). RNA concentrations were determined using a Nanodrop ND-2000 spectrophotometer (Thermo Scientific). RNA quality was determined using the Agilent Bioanalyzer 2100 (Agilent Technologies Inc., Paolo Alto, CA, USA) and RNA integrity number (RIN) of ≥ 7 was the cut-off for inclusion in microarray analysis.

### Microarray target preparation and hybridization

Of the six RNA samples extracted, four per group (naïve, IgG, anti-*Vegf*, dexamethasone) meeting the RIN inclusion criteria described above were used for microarray target preparation. In total 16 microarray chips were used, one for each cornea. Using 100 ng of total RNA per sample, targets for microarray hybridization were prepared according to the manufacturer’s instructions (GeneChip 3′ IVT Express Kit, Affymetrix.Inc).

### Normalization and analysis of microarray data

Raw cell files were converted into expression measures, background-corrected, and data-normalized using Affymetrix expression console and Affymetrix transcription console (TCA) v. 3.0. The expression data were then transformed to base 2 logarithmic values. Differentially expressed genes (DEGs) were obtained filtering the transformed data for a q-value < 0.05 and fold change (FC) ≤ −1.5 or ≥ 1.5, relative to the naïve corneas. DEGs were then compared among treatment groups, to identify genes unique to treatments. The DEGs were used for biological process overrepresentation analysis with cystoscope BINGO, using a hypergeometric test and the Benjamini & Hochberg False Discovery Rate (FDR) correction^67^, with the significance level set at 0.05. The significantly enriched and overrepresented biological processes were identified, and selected processes were further screened for the genes involved.

The DEGs were used for pathway enrichment analysis using String Software^68^ with an FDR cut-off of 0.05 for significance. From the enriched pathways, those related to inflammation, angiogenesis, and signaling cascades in angiogenesis and the complement system were selected. These pathways were then compared across treatments.

### Real-time reverse transcriptase PCR analysis of selected factors

For real-time reverse transcriptase PCR (qPCR), total RNA was extracted from individual corneal samples (i.e. no pooling) as described above. Complementary DNA was synthesized using SuperScript VILO cDNA Synthesis Kit (Invitrogen). Gene expression analysis was performed using custom TaqMan assays for *Vegfa* and *C1*. For *C3*, SYBR green assay and the following primer sequences were used C3-Forward: GGAGAAAAGCCCAATACCAGC; C3-Reverse: GCAGCCGAAAACCACCATT. Relative CT method was used to determine fold change expression.

### Immunohistochemistry

The area of the cornea between the sutures and temporal limbus was harvested and fixed with 4% paraformaldehyde (Histolab, Gothenburg, Sweden) for 24 h, and embedded in paraffin. Sagittal sections of 5-µm thickness were prepared for immunohistochemical staining with primary antibodies for *Ccl2* (ORB36895; 1:200; Biorbyt, CA, Berkeley, US), *Reg3g* (ORB252969; 1:200 Biorbyt), *Cxcl5* (ORB13450; Biorbyt), *C1s* (BS-15088R; 1:200; Bioss antibodies, MA, Woburn), *Ctgf* (23936-1-AP; 1:200; PTGLab, Rosemont, IL, USA), *C3* (BT-BS8557; 1:1000; Nordic BioSite, Plymouth Meeting, PA, USA); *Vegfa* (GTX21316; 1:250; GeneTex, Simpson, PA, United States) and *CD45* (AB10558; 1:200; Abcam, Cambridge, United Kingdom). Visualization was achieved with DyLight 488 (1:500; Thermo Fisher Scientific, Waltham, MA, USA). Samples were mounted with ProLong Gold antifade (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA) and imaged using an LSM700 confocal microscope (Carl Zeiss AG, Oberkochen, Germany). CD45 positive cells in corneal fluorescent images were quantified manually by two masked observers and results were averaged. For cornea whole mount immunostaining, fixed corneas were permeabilized by incubation with precooled acetone at −20 °C, washed 3 times with PBS-Tween 20 (PBS-T) 0.1%, blocked overnight with Bovine serum albumin (BSA) (Sigma) 1% at 4 °C, then incubated overnight at 4 °C with rabbit primary antibodies for CD31 (ab28364; 1:100 Abcam), following PBS-T washing and incubation for 1 h at RT with anti-rabbit secondary DyLight 488 (1:500; Thermo Fisher Scientific). Cell nuclei were counterstained by incubation with DAPI (Sigma) 1:1000 for 1 h. Stained corneas were mounted with Dako S3023 fluorescent mounting medium (Agilent Technologies, Santa Clara, United States). Images were acquired using an LSM700 confocal microscope (Carl Zeiss AG, Oberkochen, Germany).

### Western Blot analysis

Corneal samples were harvested as described above, and three samples per group were pooled for Western blot analysis. Samples were homogenized on ice using Qiagen TissueLyser LT (Qiagen, Venlo, Netherlands) in Bio-Rad Ready-Prep™ total protein extraction kit working solution (Bio-Rad, Hercules, California, U.S.A.), supplemented with Halt™ Protease and Phosphatase Inhibitor Cocktail (Bio-Rad). The homogenates were then centrifuged at 17000 G for 10 minutes. Total protein content was determined using Qubit™ 3.0 Fluorometer (Thermo Fisher Scientific, Waltham, Massachusetts, USA) following the Qubit™ quantification protein assay (Thermo Fisher Scientific). A total of 25 µg of protein was loaded to Mini Protean™ precast acrylamide gels (Bio-Rad). Protein transfer was achieved by Trans-Blot® Turbo™ Western Blot transfer system (Biorad), using settings for mixed molecular weight. Membranes were blocked with 5% skimmed milk (Blotting-grade Blocker, Biorad) and subsequently incubated with mouse monoclonal antibody against *Vegfa* (GTX21316; 1:1000; GeneTex); *C3* (BT-BS8557; 1:1000; Nordic BioSite); *C1s* (BS-15088R; 1:1000; Bioss antibodies), at 4 °C overnight, followed by incubation with a horseradish peroxidase–conjugated goat anti-rabbit (AP307P, 2700944) and anti-mouse (AP308P, 2688593) IgG (1:1000; Merck Millipore, Billerica, Massachusetts, USA). Equal whole protein loading was confirmed by *β-actin* (PA1-21167; 1:2000; Thermo Fisher Scientific). Signals were visualized with chemiluminescence Clarity™ Western ECL substrate (Biorad), according to the manufacturer’s protocol using the ImageQuant LAS 500 Imaging System (GE Healthcare Life Sciences, Pittsburgh, PA, US).

### Statistical analysis

For IVCM data, differences in infiltrating cells and limbal vessel dilation were compared across treatments using ANOVA, with the Holm-Sidak multiple comparison methods to isolate pairwise differences. A two-tailed alpha level of < 0.05 was considered significant. SigmaStat 3.5 for Windows (Systat Software Inc., Chicago, USA) used for analysis.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: Genome-wide expression differences in anti-Vegf and dexamethasone treatment of inflammatory angiogenesis in the rat cornea
**Source:** Sci Rep. 2017 Aug 15;7:7616. doi: 10.1038/s41598-017-07129-4
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Material**

**Genome-wide expression differences in anti-*Vegf* and dexamethasone treatment of inflammatory angiogenesis in the rat cornea**

Pierfrancesco Mirabelli#, Anthony Mukwaya#, Anton Lennikov, Maria Xeroudaki, Beatrice Peebo, Mira Schaupper1 and Neil Lagali1*

#Equal contributions

**Supplementary Figure 1.** Inflammatory cell invasion 48h after corneal injury is not suppressed in any treatment group. (**A**) Immunofluorescence for CD45 (green) and DAPI visualised nuclei (blue) in the rat cornea; (**B**) In vivo images of corneal stromal cellular infiltration by IVCM, and the corresponding quantification in (**E**); n=8, 8, 13 rats in IgG, anti-Vegf and dex groups respectively; no significant difference between groups was observed (P > 0.05); error bars represent SD. (**C**) Aqueous humor inflammatory cells stained by immunofluorescence for CD45 (green) with nuclei stained with DAPI (blue). (**D**) Quantification of CD45+ cell infiltration in the different treatment groups from corneal sections.

**
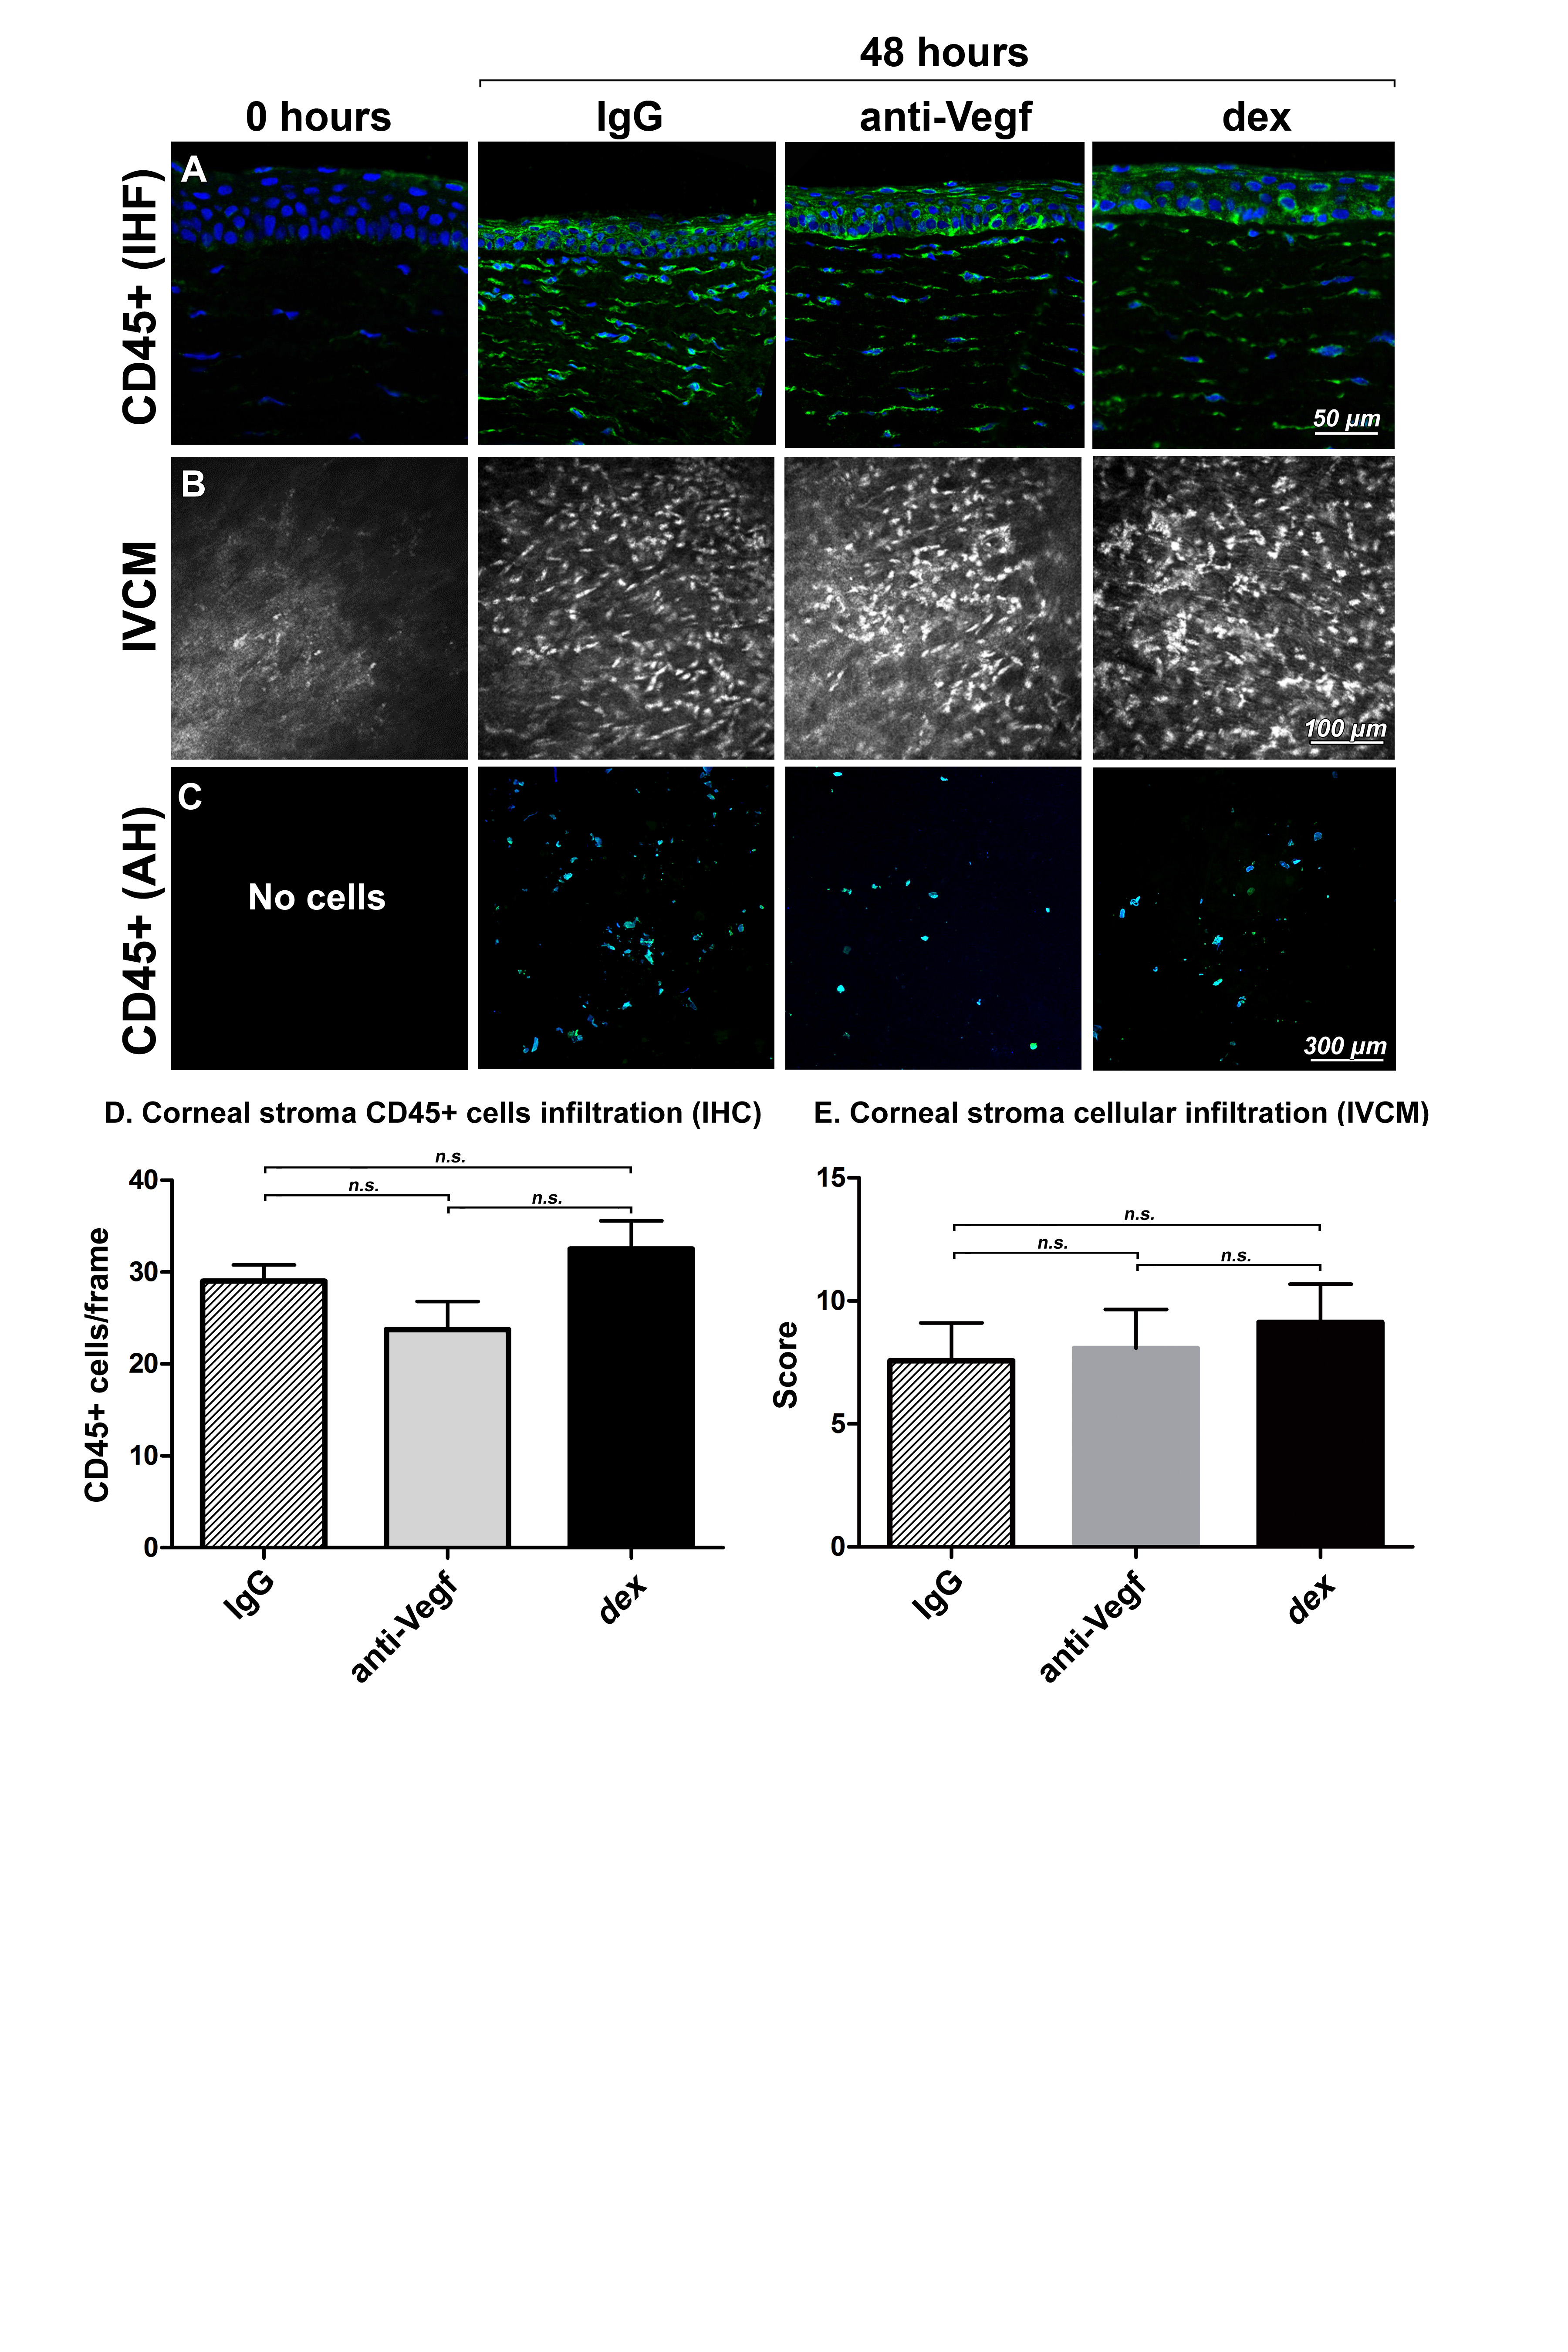
**

**Supplementary Figure 2.** Western blot analysis of selected factors indicating total protein expression in the corneal tissue. (**A**) Expression of *C3* additionally indicating multiple related protein bands; (**B**) Expression of *Vegfa* and *C1s*.

**
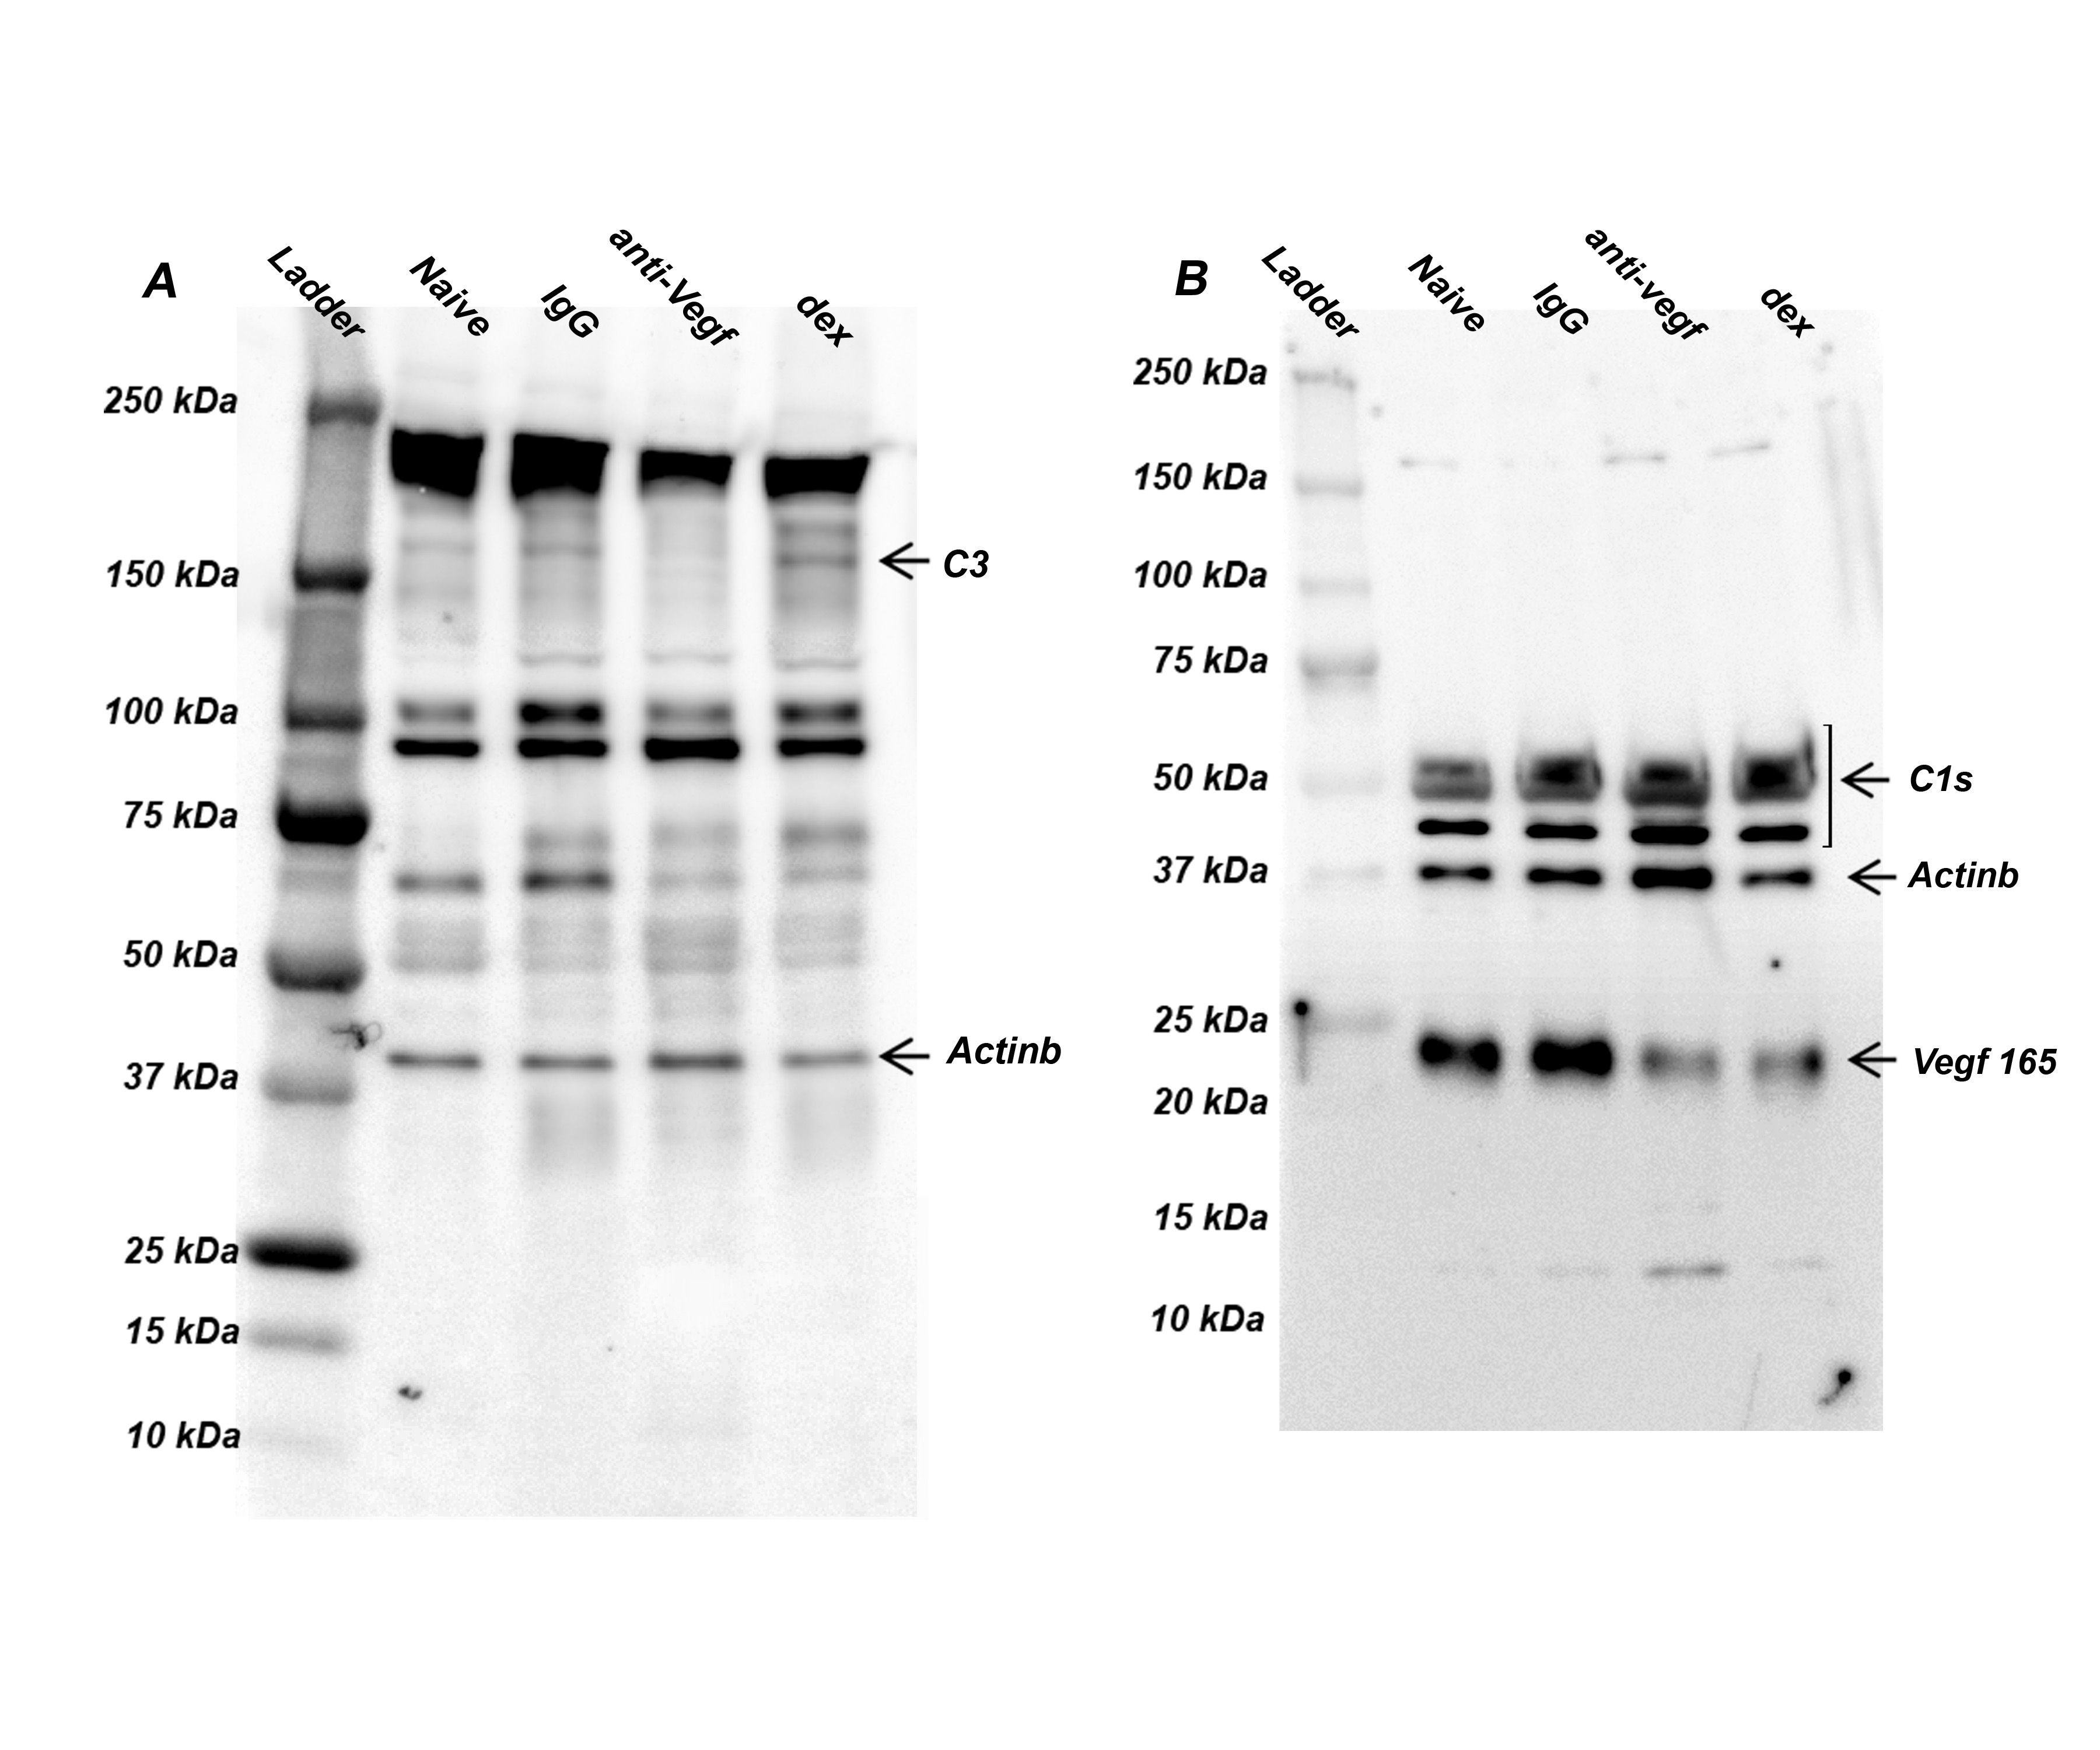
**

**Supplementary Table 1.** Selected pathways, the number of genes involved in them, and the corresponding false discovery rate (FDR).

|  | **IgG** | | **Dexamethasone** | | **Anti-*Vegf*** | |
| --- | --- | --- | --- | --- | --- | --- |
| Pathway description | Count | FDR | Count | FDR | Count | FDR |
| PI3K-Akt signaling pathway | 67 | 2.23E-10 | 50 | 9.69E-07 | 64 | 2.29E-08 |
| Focal adhesion | 45 | 3.28E-08 | 32 | 5.68E-05 | 47 | 2.29E-08 |
| ECM-receptor interaction | 26 | 5.72E-08 | 21 | 1.99E-06 | 28 | 2.29E-08 |
| Chemokine signaling pathway | 36 | 1.70E-06 | 30 | 1.17E-05 | 41 | 4.30E-08 |
| Cytokine-cytokine receptor interaction | 43 | 3.77E-07 | 40 | 1.02E-07 | 44 | 8.18E-07 |
| Complement and coagulation | 21 | 1.31E-06 | 19 | 1.68E-06 | 20 | 1.29E-05 |
| NF-kappa B signaling pathway | 25 | 3.77E-07 | 21 | 2.73E-06 | 22 | 3.39E-05 |
| TNF signaling pathway | 24 | 4.06E-05 | 22 | 2.39E-05 | 23 | 2.98E-04 |
| Leukocyte transendothelial migration | 23 | 4.86E-04 | 21 | 2.56E-04 | 22 | 2.47E-03 |
| Toll-like receptor signaling pathway | 16 | 1.15E-02 | 14 | 1.29E-02 | 17 | 9.33E-03 |
| NOD-like receptor signaling pathway | 13 | 2.17E-03 | 10 | 1.45E-02 | 13 | 3.79E-03 |
| Cell adhesion molecules (CAMs) | 27 | 7.72E-04 | 18 | 4.75E-02 | 25 | 7.33E-03 |

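*Ehf*, which is in part a of the table, had a fold change of −1.11 with dexamethasone and 1.68 with anti-*Vegf*, each relative to naïve corneas and written as the negative reciprocal where the signal fell. Such a value is never between −1 and 1, so the difference of −2.79 between them includes a step of 2 that arises because the values lie on different sides of naïve. With the values measured here this step occurred for 15 genes of part a and 8 of part b. Of the 105 genes in part a, 99 matched a gene measured here. The sign of the log2 difference between dexamethasone and anti-*Vegf* was that of the table for 88, and 75 differed at an unadjusted and 51 at an adjusted p under 0.05 from limma. Of the 73 genes in part b, 70 matched, 63 had the same sign, and 52 and 36 differed. The study chose both lists on these arrays, so the counts are not independent evidence.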

**Supplementary Table 2.** Extended list of genesinvolved in selected biological processes (a), and in selected pathways (b). ’FC Diff’ represents fold change in dexamethasone minus fold change in anti-*Vegf* group. P-values are for comparisons between dexamethasone and anti-*Vegf* groups.

**Supplementary Table 3:** Top twenty differentially up- and downregulated genes arranged by descending fold change difference (dexamethasone minus IgG). Genes were selected from those differentially dysregulated by dexamethasone relative to IgG, in the whole genome analysis.

| **Top 20 genes upregulated by dexamethasone** | | | | |
| --- | --- | --- | --- | --- |
| **Gene ID** | **FC: dex** | **FC:IgG** | **FC: Diff** | **P-Value** |
| *C3* | 22.12 | 6.79 | 15.33 | 1.59E-02 |
| *Cp* | 11.96 | 3.64 | 8.32 | 1.14E-02 |
| *C2* | 8.56 | 2.62 | 5.95 | 1.74E-02 |
| *Mt2A* | 12.81 | 7.22 | 5.59 | 8.81E-04 |
| *Mt1a* | 10.92 | 5.69 | 5.23 | 3.09E-03 |
| *Wfdc18* | 8.48 | 3.92 | 4.56 | 6.96E-03 |
| *Tsc22d3* | 2.24 | -1.68 | 3.92 | 6.58E-03 |
| *Andpro* | 1.10 | -2.19 | 3.29 | 1.68E-04 |
| *Plce1* | 1.36 | -1.79 | 3.16 | 3.02E-03 |
| *Vps37b* | 1.19 | -1.90 | 3.10 | 1.58E-03 |
| *Klf15* | 1.00 | -2.00 | 3.00 | 4.03E-02 |
| *Zfp367* | 1.19 | -1.75 | 2.94 | 6.00E-04 |
| *C1s* | 8.50 | 5.57 | 2.94 | 1.52E-02 |
| *Wdr67* | 1.08 | -1.85 | 2.93 | 1.65E-02 |
| *Nusap1* | 1.26 | -1.52 | 2.78 | 7.85E-03 |
| *Flrt3* | 1.22 | -1.50 | 2.73 | 8.33E-04 |
| *Col6a2* | 1.03 | -1.65 | 2.69 | 2.38E-04 |
| *Ikbip* | 1.13 | -1.54 | 2.67 | 6.20E-03 |
| *Pou3f3* | 1.13 | -1.54 | 2.67 | 2.00E-03 |
| *Atp1b1* | 1.03 | -1.63 | 2.66 | 2.92E-03 |
| **Top 20 genes downregulated by dexamethasone** | | | | |
| *Serpinb2* | 35.22 | 59.68 | -24.47 | 4.14E-02 |
| *Lrat* | 3.54 | 23.86 | -20.32 | 1.66E-06 |
| *Stfa3* | 5.51 | 25.05 | -19.53 | 2.28E-02 |
| *Reg3g* | 2.65 | 17.30 | -14.65 | 3.15E-02 |
| *Cxcl5* | 6.89 | 19.38 | -12.49 | 7.37E-03 |
| *Stfa2l3* | 9.78 | 19.28 | -9.51 | 1.95E-02 |
| *RT1-A2* | -1.14 | 6.94 | -8.07 | 2.55E-03 |
| *Cfi* | 3.95 | 11.93 | -7.98 | 1.29E-02 |
| *LOC257642* | 1.01 | 6.22 | -5.21 | 1.14E-03 |
| *Dmkn* | 3.10 | 7.87 | -4.77 | 7.09E-04 |
| *Cnfn* | 3.40 | 7.65 | -4.26 | 3.73E-02 |
| *Socs3* | 2.80 | 6.25 | -3.45 | 5.03E-03 |
| *Zbtb41* | -1.17 | 2.20 | -3.38 | 1.40E-04 |
| *LOC100910973* | -1.32 | 2.06 | -3.38 | 3.00E-03 |
| *Rest* | -1.08 | 2.29 | -3.37 | 2.12E-05 |
| *RT1-Da* | 5.68 | 9.01 | -3.33 | 3.77E-02 |
| *Ints6* | -1.24 | 2.09 | -3.33 | 6.38E-05 |
| *Hectd1* | -1.18 | 2.07 | -3.25 | 8.74E-03 |
| *Rab1a* | -1.42 | 1.84 | -3.25 | 3.29E-04 |
| *Gja1* | -1.38 | 1.86 | -3.24 | 3.19E-04 |

How the deposited data were processed for this re-analysis (not part of the article)

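The deposited values are log2 signals per probe set on Affymetrix GeneChip arrays. According to the paper's methods the authors corrected the array scans for background, normalized them and log2 transformed them in the manufacturer's software, and the sample labels name RMA. They were used as deposited, with 16 arrays in 4 groups of 4, and 0 sample columns were left out. The median of an array lay between 6.548 and 6.614, and no normalization, filter or pseudocount was added.

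The 57 control probe sets were kept for quality checks and left out of the tests. Of the 31042 probe sets tested, 20826 carry 1 gene symbol, 436 carry several and 9780 carry none. Symbols were looked up in the RefSeq gene table, in which the Entrez gene IDs of 20764 probe sets were found, and 0 needed an update. Probe sets with several symbols were assigned to no gene. Of 14217 genes, 4525 have more than 1 probe set, and the probe set with the highest mean signal over all arrays stands for the gene.

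All tests of single genes used limma 3.58.1 in R 4.3.3, with 1 mean per group, 12 residual degrees of freedom, empirical Bayes moderation of the variance and Benjamini-Hochberg adjustment over the tested probe sets. DEGs relative to naïve corneas needed an adjusted p under 0.05 and a fold change of at least 1.5, which are the limits the paper's methods state. The name of the test the authors used is not given in the sources used here. Between treatments, where the paper states no adjustment, an adjusted p under 0.05 was used. Differences between counts of DEGs were refitted with the arrays of the compared treatments and the naïve arrays only. Control probe sets were compared between groups by exact permutation tests in both directions.

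Camera (preset correlation 0.01) and fry of limma were run over the 39 lists with at least 5 measured genes, with Benjamini-Hochberg adjustment over the lists. The 21 pathway and process lists cover glucocorticoid response, chemokine ligands, chemokine receptors, cytokines, NF-κB and TNF targets, classical, alternative and terminal complement, complement receptors, acute phase genes, angiogenesis, extracellular matrix, focal adhesion, PI3K-Akt, interferon response, cell cycle, epithelial wounding, retinoid metabolism, the circadian clock, prostaglandin enzymes and matrix metalloproteinases. The 18 marker lists cover corneal epithelium, keratocytes, corneal endothelium, leukocytes, neutrophils, monocytes and macrophages, MHC class II, T and NK cells, B cells, mast cells, vessel endothelium, lymphatic endothelium, pericytes, conjunctiva, muscle, nerve, pigment cells and red cells. They were written from general knowledge, so members differ from those of the gene ontology and pathway collections used in the paper, which were not at hand. Some members are also named in the study's tables, so the lists are not independent of those tables.

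Named genes follow a rule with 3 parts: every gene the study names in its text or tables, the 10 largest rises and the 10 largest falls among called genes of each comparison whose arrays do not overlap, and up to 4 of the largest called genes and the gene with the highest signal of each list. Genes named outside this rule are said to be chosen after their values were seen. The largest fold changes of the study's tables were known when the rule was written.

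Alternatives were the ordinary F test, a mean-variance trend with robust moderation, array weights, a fit of only the compared groups, centring on 10 reference genes, cyclic loess, removal of probe sets that were not above the 40th percentile of signal on at least 4 arrays, the mean of a gene's probe sets, any probe set of a gene, counts of probe sets, no fold limit, unadjusted p, Storey's q-value (lambda 0.5), Tukey biweight group averages and leaving out each array in turn.

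On simulated data for dexamethasone against naïve, with 200 of 14217 genes changed, limma with both limits recovered 31.3% of genes changed 1.5-fold, 92.5% of those changed 2-fold and 98.5% of those changed 4-fold, with 1 false call. For dexamethasone against IgG, where no fold limit is used, it recovered 76.1%, 94.0% and 98.5%, with 3 false calls. Far more genes were called in the data, 1797 and 1503 in these comparisons, so the rates need not hold there. Tables were handled with Python 3.11.15 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9.

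The array scans before RMA, the protein, immunofluorescence and qPCR measurements, and the paper's enrichment analyses were not analysed here.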

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

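The tests of transcript position, of the labelling batch and of the clock genes were chosen only after the result was seen, and so were the test of the stress response as the whole cause and the reading of the lens test.

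The *Lcn2* signal of IgG array F17 lay farthest from the other arrays of its group, with a gap to the nearest array of 0.984 of the group's range. In 40 of 568 groups of 4 values this ratio was above the 95% critical value of Dixon's test, which chance exceeds in about 1 of 20 groups, so many of the following values need no other explanation. Among the naïve arrays, control 4 stood apart for *C3ar1* (0.83), *Cnfn* (0.841), *Crybb2* (0.896), *Cryba1* (0.875), *Cryaa* (0.905), *Cd53* (0.845), *Aif1* (0.839) and *Rarb* (0.849). Control 1 stood apart for the poly-A controls (0.87), *C1s* (0.844) and *Saa3* (0.832), control 3 for *Mmp3* (0.95) and *Angpt2* (0.896), and control 2R for *Ptgis* (0.891). In the IgG group, array F17 also stood apart for *Pdgfa* (0.923), *Fcer1g* (0.866), *Rarb* (0.873) and *Krt14* (0.871), array F23 for *Vegfa* (0.901), *Tsc22d3* (0.91) and *Socs3* (0.837), and array F19 for *Orm1* (0.916). In the anti-*Vegf* group, array F2 did so for *C1qa* (0.878), *Aurka* (0.963), *Angpt2* (0.889), *Csf3r* (0.86) and *Slc4a11* (0.86), array F7 for *Lcn2* (0.952), *Klk8* (0.85) and *Irf1* (0.907), array F1x for *Pik3r3* (0.914) and array F6 for the hybridization controls (0.882). In the dexamethasone group, array F25 did so for *Gbp2* (0.97) and *Cxcl2* (0.875), F26 for *Dmkn* (0.887) and *Lyz2* (0.883), F27 for *Serpinb2* (0.878) and *Klk8* (0.954), and F30 for *C8b* (0.914).

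Relative to naïve corneas, 5 genes were DEGs in opposite directions with dexamethasone and anti-*Vegf* and also differed between these treatments. They were *Tsc22d3* (1.10 and −1.13), *Sdcbp2* (−1.19 and 0.87), *Gsta1*, a glutathione transferase (0.88 and −0.69), *Maob*, a monoamine oxidase (0.87 and −0.71), and *Smoc2*, a matrix protein (0.75 and −0.78), of which the last 3 were chosen after their values were seen. Their log2 differences between dexamethasone and anti-*Vegf* were 2.24, −2.05, 1.57, 1.58 and 1.53 in this order (adjusted p = 0.000368, 0.0012, 0.00175, 0.000794 and 0.000463 from limma). Without single arrays the DEG calls of *Sdcbp2*, *Gsta1*, *Maob* and *Smoc2* with anti-*Vegf* were lost, as for *Gsta1* with dexamethasone without array F27 (0.69), and the average of its probe sets ended both calls of *Smoc2* (0.36 and −0.35). Between dexamethasone and IgG 1 gene did so, *Tsc22d3* (1.10 and −0.84).

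The poly-A controls, which are added to the RNA before labelling, were 1.98 higher on the IgG than on the naïve arrays (exact permutation test, p = 0.029), while dexamethasone and naïve arrays differed by 0.07 (p = 0.54, exact). A gene's further probe set lies at another place on the transcript. Among 1010 genes with an adjusted p under 0.05, here without a fold limit, for which it was compared, it had the same direction for 90.6% between dexamethasone and naïve. Between dexamethasone and IgG the share was 65.3%, a difference of −25.3 percentage points. This share rose with the size of the change, from 60% of 245 genes up to 0.5 (log2) to 100% of 17 genes at 1 to 1.5. Between dexamethasone and naïve it rose from 85.3% to 97.4% over the same sizes. Transcript position or RNA integrity in the labelling reaction may thus have contributed to the smaller changes called between dexamethasone and IgG. With shares of 75.7% between IgG and naïve and 77.7% between anti-*Vegf* and naïve, the same holds for those calls. A β-actin 5′ minus 3′ covariate, chosen after seeing the data, left 1627 genes called between dexamethasone and IgG and 1638 between dexamethasone and anti-*Vegf*. For the latter it says little, since this signal did not part dexamethasone from anti-*Vegf* arrays (p = 0.14, exact permutation test) as that of *Gapdh* did (by −0.27, p = 0.029, exact). It did part dexamethasone from IgG arrays (by −0.46, p = 0.029, exact). The calls there were not fewer than the 1503 without the covariate, which holds for this 1 measure only. A labelling batch shared by the dexamethasone and naïve arrays, on which the poly-A controls differed from those of IgG arrays by −1.91, cannot be told apart from the treatment because no group holds arrays at both levels, and an effect of dexamethasone stays open as well.

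Clock genes differed between the naïve arrays, where the mean of *Bmal1*, *Npas2*, *Clock* and *Cry1* minus that of their opposite arm (*Nr1d1*, *Nr1d2*, *Dbp*, *Per2*, *Per3*, *Tef* and *Bhlhe41*) was 0.73 and 1.16 in controls 1 and 2R and −2.24 and −2.21 in controls 3 and 4. *Dbp* had signals of 7.43 and 6.95 against 10.75 and 10.73, and these genes were chosen after their values were seen. The β-actin 5′ minus 3′ signal parted the same arrays, and the correlation of the clock difference with it over the 12 sutured arrays, with group means removed (Spearman's rho 0.01, p = 0.97, Pearson's r −0.08, p = 0.8, permutation tests of 1 relation, r 0.01 without the 2 farthest arrays), does not exclude RNA integrity, since their signals span a narrower range than those of the naïve arrays. Against it as the whole cause, the slope over the sutured arrays was −0.17 (95% confidence interval −1.91 to 1.57), where the naïve arrays would need −3.63, and a part of the difference stays open. A different time of day of tissue collection stays open. The range of 3.4 among naïve arrays, compared with 0.57 to 1.15 within the sutured groups, is the observation itself and cannot test it. The sources used here give no collection times.

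Crystallin genes were higher in dexamethasone than in IgG treated corneas, with 10 of 13 past the test (median 1.70, *Cryba1* 5.32), and highest on array F26, where *Cryba1* reached 11.74. For RNA from lens tissue, 0 of 5 other lens fibre genes passed limma's adjusted test (adjusted p from 0.147 to 0.937, *Mip* at an unadjusted p of 0.029), but relative to naïve corneas *Mip* (0.77, adjusted p = 0.0382) and *Bfsp1* (0.98, adjusted p = 0.0013, and 0.60 with IgG) did, and on array F26 *Mip* had 6.08 and *Lim2* 6.42, against 4.02 to 4.96 and 4.35 to 5.01 on the 15 other arrays. A bound set earlier, by which 0 calls would have excluded lens RNA, was dropped for this reason, as it ignored that both genes are highest on the array with the most crystallin. For a heat shock and stress response in the cornea, the 5 measured heat shock genes had a median of 0.29, with *Hsph1* (0.51) and *Hspd1* (0.43) past the test, and as this lies 1.41 below that of the crystallins, more than the range of 0.63 among them, it argues against such a response as the whole cause. Lens RNA stays open, since *Mip* and *Lim2* stood out on 1 array, as does a part for the stress response, and the lens and heat shock genes named were chosen after their values were seen.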

How the results depend on the processing

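The β-actin covariate, the fits with only some naïve arrays, the counts of probe sets and of any probe set for differences between groups, and the average of probe sets and the F test for the tally of lists were chosen after seeing the data.

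For the genes named, 17455 of 17952 values under 22 settings stayed on the same side of the threshold, 396 no longer passed, 0 calls reversed and the others newly passed. The ordinary F test is not among these settings, nor among those behind the notes on lost calls of single genes. It called only 28 genes between dexamethasone and anti-*Vegf*, so single calls are less stable than these numbers show. A setting ended the call for 77 of 816 pairs of gene and comparison. This total includes pairs without a call to lose, such as all those between anti-*Vegf* and IgG, so the share among called pairs is higher. *Ccl2* passed between dexamethasone and anti-*Vegf* without array F17 (adjusted p = 0.0468 from limma, and 0.063 to 0.372 in the other settings), and *Vegfa* rose there by 0.61 and between dexamethasone and IgG by 0.55 without array F25, but its other probe set went the other way in the fit of all arrays (−0.18 and −0.41, adjusted p = 0.573 and 0.127).

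Numbers of DEGs relative to naïve corneas stayed within 1.5 times their value in 31 of 33 settings per treatment. Without a fold limit they were 4145 for IgG, 4049 for dexamethasone and 4351 for anti-*Vegf*, and 3322, 3003 and 3399 when probe sets were counted. The first drops a limit. The second can count a gene more than once and can include probe sets assigned to no gene, and these sources were not separated. Leaving out 1 array gave 1533 to 1754, 1622 to 2016 and 1574 to 1970.

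The 1013 genes between dexamethasone and anti-*Vegf* became 28 with the ordinary F test, 544 in a fit of both groups alone, where fewer arrays estimate the variance, 389 with a 1.5-fold limit, 3234 at an unadjusted p under 0.05, 2750 at that of the F test and 1638 with the β-actin covariate. Without single sutured arrays they were 572 (F6) to 964 (F17), with 646 without F7 and 660 without F27. The 1503 genes between dexamethasone and IgG became 446 with the F test, 456 with a 1.5-fold limit, 3606 at an unadjusted p and 3310 at that of the F test, and 890 (F19) to 1494 (F30) without single sutured arrays, with 963 without F26 and 941 without F27. Between anti-*Vegf* and IgG limma called 0, or 942 at an unadjusted p and 1259 at that of the F test, and 0 to 2 without single arrays (2 without F2 and 1 without F23).

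The differences in numbers of DEGs were not stable. For anti-*Vegf* minus dexamethasone (14) they were 316 without a fold limit, 192 with the F test, 7 without dim probe sets, 405 for probe sets and 187 for any probe set. Without single arrays they ran from −215 (F6) to 208 (F26), also falling below 0 without F7 (−52) and F25 (−189), and were 132 without F1x, 158 without F2, 119 without F27, 69 without F30, and 25, 60 and 74 without naïve controls 2R, 3 and 4. For IgG minus dexamethasone (−174) they reversed to 42 without a fold limit, 51 with the F test, 325 for probe sets and 66 for any probe set, and ran from −380 (F25) to 19 (F26), with −87 without F27, −83 without naïve control 3 and −90 without naïve control 4. For anti-*Vegf* minus IgG (199) they were 78 for probe sets and 124 for any probe set, and ran from −34 (F6) to 361 (F2), with 313 without F1x and 124 without F7.

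Of 9 changed lists between dexamethasone and anti-*Vegf* 4 held with an estimated correlation. Of 11 between dexamethasone and IgG 0 held with it. Over all 39 lists fry called 7 there, among them focal adhesion (adjusted p = 0.0039), which camera did not call (adjusted p = 0.0828). Of 8 between anti-*Vegf* and IgG 0 held, fry called 3 and the average of probe sets gave 13. Camera's counts without single arrays were 8 to 11, 8 to 14 and 7 to 21 (21 without F6, 16 without F17). Dexamethasone had fewer DEGs than anti-*Vegf* in 14 lists, or 8 (F6) to 18 (F26) without single arrays and 16 to 19 in other settings. The 11 complement genes of Table 2 were 4 when adjusted over all probe sets, 7 over the list alone, and 7 to 11 without single arrays (7 without F1x or F26). The sign of the fold change difference was that of the study's tables for 86 genes, and for 81 to 87 in every setting.

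Apart from the reasons given, the cause was not tested. Dim genes are limited by signal over background, and removing dim probe sets changed none of these counts by over 1.5 times except the 7 above. No paired analysis was possible because the groups share no replicate numbers.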

Differences from the paper's values

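Counts of any probe set and of probe sets, where they are set against the differences between groups, and the F test for the tally of lists were tests chosen after seeing the values. The other alternatives named here were set before the data were examined.

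Anti-*Vegf* had 511 more DEGs than dexamethasone according to the paper and 14 more here, at the paper's limits. None of the alternatives set before the data were examined closed this gap, with 316 without a fold limit, 192 with the F test, 7 without dim probe sets and −215 to 208 without single arrays. When probe sets were counted, a setting chosen after seeing the values, the difference of 405 came within 1.5 times the paper's, and any probe set of a gene (187), chosen in the same way, did not. How many of the paper's DEGs these settings drop is not known, since its lists are not analysed here. Anti-*Vegf* had 122 more DEGs than IgG according to the paper and 199 more here. The gap closed without a fold limit (181), with the F test (141), without array F7 (124), F17 (174) or naïve controls 3 (140) or 4 (154), and did not without dim probe sets (185) or without arrays F1x (313), F2 (361), F6 (−34), F19 (192), F22 (214), F23 (224) or naïve controls 1 (259) or 2R (229). Any probe set of a gene, chosen after seeing the values, also gave 124, and probe sets 78. For the treatments one by one, the paper's 2048, 1659 and 2170 DEGs with IgG, dexamethasone and anti-*Vegf* stand beside 1612, 1797 and 1814, which are within 1.5 times, and any probe set of a gene, planned for these counts, gave 2052, 1987 and 2176.

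Of 350 fold changes relative to naïve corneas in the study's tables, 47 differed. The probe set with the smallest p between treatments closed 38 of these and opened 3 others, the average of a gene's probe sets closed 25 and opened 9, Tukey biweight averages closed 1 and opened 2, and leaving out single arrays closed 0 to 3. In the following, alternatives that are not named did not close the gap.

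Both the smallest p and the average of probe sets closed the gap for the following genes of Table 1 and the supplementary tables. With anti-*Vegf*, *Adam10* had 1.01 (the paper's 1.96), *Cast* −1.22 (the paper's 1.78), *Rock2* −1.19 (the paper's −1.95), *Itga6* 1.47 (the paper's 2.74), *Bcl2l1* 1.10 (the paper's 1.78), *Traf6* −1.13 (the paper's 1.52), *Itgav* 1.09 (the paper's 1.78), *Tbl1x* −1.28 (the paper's 1.64), *Sp1* −1.17 (the paper's 1.58), *Dicer1* −1.21 (the paper's 1.54) and *Ppp2r5c* 1 (the paper's 1.6). With dexamethasone, *Gnb1* had 1.14 (the paper's −1.21), *Zeb2* 3.91 (the paper's 2.12), *Ppp2r5c* −1.03 (the paper's 1.26), *Sp1* −1.06 (the paper's 1.11), *Ints6* 1.16 (the paper's −1.24) and *Gja1* 1.07 (the paper's −1.38), and *Gja1* had 1.01 with IgG (the paper's 1.86). Leaving out an array also closed the gap for *Tgfb2* with anti-*Vegf* (−1.24, the paper's −1.92, F2), *Rnf114* with anti-*Vegf* (−1, the paper's 1.54, F6), *Dnajc5* with dexamethasone (−1.02, the paper's 1.15, F25), *Traf6* with dexamethasone (−1.12, the paper's 1.05, naïve control 2R) and *Zfp423* with dexamethasone (1.01, the paper's −1.27, F27, F30 and naïve controls 2R and 3). For *Prkx* with dexamethasone (1.09, the paper's −1.02) Tukey averages and leaving out F25 or naïve control 4 closed it as well.

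The smallest p alone closed it for *Mmp9* with dexamethasone (12.0, the paper's 4.02) and anti-*Vegf* (5.40, the paper's 1.92) and for *Msn* (11.0, the paper's 1.79, and 10.5, the paper's 2.46). With anti-*Vegf* it did so for *Sv2b* (−1.14, the paper's −2.22), *Gnb1* (1.10, the paper's −1.76) and *Galnt2* (−1.09, the paper's 1.63), and, together with leaving out naïve control 1, for *Elk3* (1.48, the paper's 2.28). For *Cp* with dexamethasone (2.39, the paper's 11.96) and IgG (1.38, the paper's 3.64), and with IgG for *Andpro* (−1.12, the paper's −2.19), *Vps37b* (1.05, the paper's −1.9) and *Ints6* (1.02, the paper's 2.09), it was again this setting alone. *Vps37b* with dexamethasone (−1.17, the paper's 1.19) came within range with it and without F27 or naïve controls 3 or 4. The average of probe sets, or leaving out naïve control 4, closed the gap for *Col4a1* with dexamethasone (1.02, the paper's −1.3). None of them closed it for *Ptprk* with dexamethasone (1.82, the paper's −1.06) and anti-*Vegf* (1.18, the paper's −1.61), *Zfp423* with anti-*Vegf* (−1.01, the paper's −1.76), *Tbl1x* (−1.08, the paper's 1.11) and *Rnf114* (−1.10, the paper's 1.03) with dexamethasone, *Mt1a* with dexamethasone (3.69, the paper's 10.92) and IgG (3.17, the paper's 5.69) and *Rab1a* with IgG (1.10, the paper's 1.84).

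Among the fold change differences of Table 2, *C1qtnf1* had 0.392 (the paper's 2.19), closed by the average of probe sets and without F25, F26 or naïve control 4. *C1qtnf4* had −0.048 (the paper's −2.12), closed by Tukey averages, the average of probe sets, the smallest p and without F1x or naïve control 2R, and *Cr2* had −2.19 (the paper's 0.02), closed without F26.

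The paper ranks dexamethasone as the treatment with the fewest DEGs, whereas IgG had the fewest here. Dexamethasone had the fewest with the F test (1308), without a fold limit (4049), with probe sets counted (3003) and with any probe set of a gene (1987). It states that dexamethasone had fewer DEGs than anti-*Vegf* in nearly all key processes of inflammation and angiogenesis and in all pathways it selected. Over the pathway and process lists used here, which are not that selection, dexamethasone had fewer in 8 of 21 and more in 10, and with the markers of cell types, on which the paper makes no such statement, fewer in 14 of 39 and more in 15. With the F test, chosen after seeing the values, it had fewer DEGs than anti-*Vegf* in 19 of all lists and more in 9. Compared with IgG, for which it states the same, dexamethasone had fewer in 11 and more in 12 of all lists and fewer in 3 and more in 10 of the pathway lists. These lists are not the paper's gene sets. Of the 9 complement genes the paper counts as differentially regulated, *C1qc* had an unadjusted p of 0.0856 from limma, while 7 of the 8 matched were under 0.05. *Ccl2*, which the paper names as lower with dexamethasone than with anti-*Vegf*, was lower here too (−0.67), with an unadjusted p of 0.0363 from limma, the kind of p the paper's table gives. It did not pass the adjusted test (adjusted p = 0.192), and passed it without array F17 (adjusted p = 0.0468, and 0.063 to 0.372 in the other settings). The paper places all differentially regulated complement genes apart from *Cfi* in the early part of the cascade, whereas *C3ar1*, *C5ar1* and *C6* also had an unadjusted p under 0.05 here. The 4 genes that passed the adjusted test over all probe sets (*C3*, *C1s*, *C1r* and *Cfi*) are among those it counts. The paper describes PI3K-Akt, focal adhesion, chemokine and NF-κB signalling as more suppressed by dexamethasone, and its pathway analysis counts DEGs relative to naïve corneas. On the lists used here, dexamethasone and anti-*Vegf* had 6 and 4 such DEGs for PI3K-Akt and 9 and 7 for focal adhesion. They had 16 and 15 for chemokine ligands, 5 and 6 for chemokine receptors and 13 and 12 for NF-κB and TNF targets. Camera asks another question, whether a list shifts one way between dexamethasone and anti-*Vegf*. It called none of these lists (adjusted p = 0.994, 0.154, 0.444 for chemokine ligands, 0.425 for chemokine receptors and 0.756). Of their genes 2, 4, 0, 1 and 2 rose and 2, 0, 1, 2 and 2 fell, and fry called the focal adhesion list higher (adjusted p = 0.00609).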

Other observations

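No test in this part was chosen only after the result was seen.

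*Rarb*, a retinoic acid receptor, fell relative to naïve corneas with IgG (−0.76) and anti-*Vegf* (−0.86) and did not pass the test with dexamethasone (−0.03, adjusted p = 0.947 from limma), and it rose between dexamethasone and anti-*Vegf* by 0.83 (standard error 0.19, adjusted p = 0.0159). Its call with IgG ended without array F17 (−0.55). Of 18 retinoid genes 3 rose and 2 fell between dexamethasone and anti-*Vegf*, or 5 and 3 when adjusted over the list alone (camera adjusted p = 0.994), and 9, 9 and 8 were DEGs with IgG, dexamethasone and anti-*Vegf*. Markers of the corneal endothelium were lower than in naïve corneas with IgG (4 of 7, camera adjusted p = 0.0373, or 0.403 with an estimated correlation) and anti-*Vegf* (5 of 7, 0.0295, or 0.405), which centring on reference genes ended (0.12 and 0.151), and 2 were lower with dexamethasone (0.119). *Krt14*, a keratin of basal epithelium, rose by 1.62 with IgG, 1.69 with anti-*Vegf* and 1.55 with dexamethasone (standard error 0.12), while 3, 2 and 2 of 20 corneal epithelium markers were DEGs. *S100a8*, which pairs with *S100a9* in neutrophils, rose by 5.74, 5.54 and 4.83, and *Lcn2*, an iron-binding antimicrobial protein, by 1.52, 1.47 and 1.63. *Gbp2*, an interferon-induced GTPase, rose by 3.77, 4.09 and 2.91, and the antigen-presenting gene *RT1-Da* by 3.21, 3.00 and 2.53.

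Between dexamethasone and anti-*Vegf*, 2 of 33 cytokine genes rose and 0 fell, or 2 and 1 when adjusted over the list alone (camera adjusted p = 0.994), and of 19 prostaglandin genes 2 rose and 0 fell, or 3 and 1 (0.43). Of 29 matrix metalloproteinase genes 2 rose and 3 fell, or 5 and 3 over the list alone (0.994), of 16 clock genes 1 rose, or 2 (0.529), and of 20 corneal epithelium markers 1 rose and 2 fell, or 1 and 3 (0.35). Of 7 corneal endothelium markers 2 rose and 1 fell, or 3 and 1 (0.35), and of 10 nerve markers 1 rose and 1 fell, or 1 and 2 (0.994). Limma called 0 of 13 MHC class II genes (0.058, and 0.0448 with reference genes), 9 mast cell (0.123), 18 blood vessel (0.444), 8 lymphatic (0.994), 11 pericyte (0.629), 12 muscle (0.957) and 7 pigment cell markers (0.54), with 2, 2, 3, 2, 1, 1 and 1 at an unadjusted p under 0.05, and fry called none of these lists. It also called 0 of 7 B cell (0.587), 14 conjunctiva (0.43) and 5 red cell markers (0.995), with 0 at an unadjusted p under 0.05. The median and camera's direction differed in sign for cytokines (0.05), nerve (0.08), general leukocyte (0.03) and PI3K-Akt genes (0.04), where camera pointed down, and for red cells (−0.02), where it pointed up.

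Relative to naïve corneas, camera called 19 lists with IgG, 17 with dexamethasone and 18 with anti-*Vegf*, of which 1, 3 and 1 held with an estimated correlation, and fry called 26, 24 and 27. Among them the neutrophil list rose with 6 of 12 genes in every group, though not with an estimated correlation (adjusted p = 0.0509, 0.114 and 0.0908), and monocyte and macrophage genes were DEGs for 16, 14 and 16 of 23 and MHC class II genes for 9, 8 and 9 of 13. Centring on reference genes changed the call for keratocytes with anti-*Vegf* (0.0106 to 0.151) and, with dexamethasone, brought in the alternative complement (0.0226), interferon (0.0148) and prostaglandin (0.0269) lists. It also turned 5 rises and 1 fall of PI3K-Akt genes with dexamethasone into 2 and 4.

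Chance can be excluded for the numbers of genes called relative to naïve corneas with IgG (1612, highest of the other splits of the same arrays 1), dexamethasone (1797, highest 106) and anti-*Vegf* (1814, highest 44) and between dexamethasone and anti-*Vegf* (1013, highest 1) or IgG (1503, highest 2), since 1 of 35 splits gave a result as large. For the 11 complement genes of Table 2 (highest 9, 1 of 35 splits) this is left open, as the study made the table from the same arrays, and the splits cannot test the 0 genes between anti-*Vegf* and IgG (highest 0, 35 of 35), since no count is below 0. Nor can the splits decide on the 14 lists with fewer DEGs with dexamethasone than with anti-*Vegf* (highest 25, 30 of 35). The other splits mix both treatments on each side, so having fewer has no fixed direction there. Chance cannot be excluded for the lists changed between dexamethasone and anti-*Vegf* (9, highest 12, 12 of 35 splits), dexamethasone and IgG (11, highest 20, 17 of 35) and anti-*Vegf* and IgG (8, highest 21, 19 of 35). Nor can it be excluded for the differences in numbers of DEGs, with 14 for anti-*Vegf* minus dexamethasone (highest 702, 35 of 35 splits), −174 for IgG minus dexamethasone (highest 518, 19 of 35) and 199 for anti-*Vegf* minus IgG (highest 436, 18 of 35).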
